# Evaluating two live-attenuated vaccines against *Salmonella enterica* serovar Reading in turkeys: reduced tissue colonization and cecal tonsil transcriptome responses

**DOI:** 10.3389/fvets.2024.1502303

**Published:** 2024-12-19

**Authors:** Melissa S. Monson, Manoj Gurung, Bradley L. Bearson, Samuel J. Whelan, Julian M. Trachsel, Torey Looft, Matthew J. Sylte, Shawn M.D. Bearson

**Keywords:** *Salmonella*, Reading, turkey, vaccine, cross-protection, colonization, cecal tonsil, transcriptome

## Abstract

Vaccines that cross-protect across serovars of *Salmonella enterica* (*Salmonella*) would be a beneficial intervention against emerging and persistent *Salmonella* isolates of concern for the turkey industry. The 2017–2019 foodborne outbreak of *Salmonella enterica* serovar Reading (*S*. Reading) revealed the need for effective control of this serovar in turkey production. This study evaluated two live-attenuated *Salmonella* vaccines, an internally developed cross-protective vaccine and a commercially available vaccine, against an outbreak-associated strain of *S*. Reading in turkeys. At 1 day and 3 weeks of age, male turkey poults were either mock-vaccinated with phosphate buffered saline (PBS) or given one of the vaccines by oral gavage (primary and booster) or aerosol spray (primary) then drinking water (booster). At 7 weeks of age, poults were challenged with 10^9^ colony forming units (CFU) of *S*. Reading; a mock-vaccinated group was mock-challenged with PBS. Colonization of the cecal contents and cecal tonsil was 1.5–3 log_10_ CFU/g lower in vaccinated birds than mock-vaccinated birds at 7 and/or 14 days post-inoculation (DPI). *Salmonella* dissemination to the spleen was significantly reduced by both vaccines. Gene expression of intestinal transporters (such as *SCNN1B* and *SLC10A2*) and tight junction proteins was significantly decreased in the turkey cecal tonsil transcriptome at 2 DPI with *S*. Reading. Vaccination with either vaccine mitigated most cecal tonsil gene expression responses to *S*. Reading challenge. Therefore, both the internally developed vaccine and commercial vaccine were cross-protective against colonization and dissemination, and both were able to limit transcriptional changes from challenge in intestinal health-related genes in the cecal tonsil, thereby providing vaccination efficacy and impact data against *S*. Reading in turkeys.

## 1 Introduction

*Salmonella enterica* subspecies *enterica* is a human foodborne pathogen responsible for an estimated 1.3 million food-related illnesses in the U.S. annually (1). Food producing animals are frequently colonized with *Salmonella* sub-clinically and can unknowingly contaminate animal production environments and processing facilities, resulting in *Salmonella*-tainted food products. The Centers for Disease Control and Prevention (CDC) and other government agencies have implicated poultry products in various foodborne outbreaks (2). In an outbreak from November 2017 to March 2019, *Salmonella enterica* serovar Reading (*S*. Reading) linked to turkeys and turkey products resulted in 358 human infections and one death across 42 U.S. states and Canada (3, 4). As neither a single turkey product nor a common supplier of turkey products was identified as the source of the outbreak, it has been proposed that the rapid and uniform introduction and transmission of this emergent *S*. Reading strain occurred vertically in commercial turkey production (5, 6). Furthermore, because of its impact on food safety, *Salmonella* is frequently listed on the top ten list of health and production issues for the turkey industry (7). Thus, the turkey industry would benefit from broadly protective intervention strategies to control emerging and persistent *Salmonella* isolates of concern to reduce the burden of human illness and industry costs due to product recalls.

Currently, vaccination against *Salmonella* is the primary pre-harvest intervention administered in turkey production, frequently involving a commercial vaccine in breeder flocks and autogenous vaccines employed in commercial production. With numerous serovars of *Salmonella* isolated in the various phases of turkey production and processing, a potential limitation with current vaccination strategies is the lack of cross-protection against the >2,600 serovars of *Salmonella*. *Salmonella* evades cross-protection by expressing serovar-specific carbohydrate and protein antigens on the bacterial outer surface that are immunodominant, thereby inducing a host immune response that is specific to that *Salmonella* serovar. To improve *Salmonella* vaccinology for food producing animals, our research team created a live-attenuated vaccine that limits *Salmonella* serovar-specific immunity to promote non-serovar-specific responses (8). Turkeys vaccinated with this internally developed vaccine showed a significant reduction in intestinal and systemic colonization following challenge with multidrug-resistant *Salmonella enterica* serovar Heidelberg from the 2011 ground turkey outbreak (9). Evidence also supports cross-protection across serovars using the only commercial vaccine approved for use against *Salmonella* in turkeys in the U.S. (10, 11). In the current study, we evaluated our internally developed, patented, cross-protective *Salmonella* vaccine BBS 866 along with the commercial AviPro^®^ Megan^®^ Egg vaccine (Elanco US Inc., Greenfield, IN, USA) to assess reduction of *S*. Reading isolate SX 446 (FSIS21923883) in turkeys (12). Vaccination with BBS 866 or AviPro^®^ Megan^®^ Egg significantly reduced colonization and dissemination of *S*. Reading in turkeys, and vaccination mitigated transcriptional changes in intestinal health-related genes induced by *S*. Reading in turkey cecal tonsil. Therefore, both vaccines are cross-protective interventions to minimize *S*. Reading in turkeys.

## 2 Materials and methods

### 2.1 Ethics statement

All procedures in this study involving animals were approved by and conducted according to the regulations established by the National Animal Disease Center Institutional Animal Care and Use Committee.

### 2.2 Bacterial strains and selective media

This experiment evaluated two live-attenuated *Salmonella* vaccines (Table 1), the commercial AviPro^®^ Megan^®^ Egg vaccine (Elanco US Inc.) and an internally developed cross-protective BBS 866 DIVA (differentiation of infected from vaccinated animals) vaccine (8, 9). In the culture media described below, antibiotics were used at the following concentrations: nalidixic acid, 30 μg/mL; ampicillin, 100 μg/mL; streptomycin, 100 μg/mL; novobiocin, 40 μg/mL; and kanamycin, 50 μg/mL. To prepare for primary and booster vaccinations, the BBS 866 vaccine strain was grown statically at 37°C in LB (Lennox) broth (Thermo Fisher Scientific Inc., Waltham, MA, USA) with nalidixic acid for ~19 h. Resulting cultures were pelleted, resuspended in sterile phosphate buffered saline (PBS) (Sigma-Aldrich Co., St. Louis, MO, USA) with 15% glycerol, quantified by plating on LB agar (Sigma-Aldrich Co.), and stored at −80°C until use. Prior to primary and booster vaccinations, a vial (2,500 doses) of the AviPro^®^ Megan^®^ Egg vaccine was resuspended according to manufacturer's instructions and diluted using sterile PBS. The dose of each vaccine administered via both vaccination delivery protocols was confirmed by quantitative bacteriology on LB agar.

**Table 1:** *Salmonella enterica* strains.

	**BBS 866**	**AviPro Megan Egg**	**SX 446 (FSIS21923883)**
Purpose	Vaccine	Vaccine	Challenge
Serovar	Typhimurium	Typhimurium	Reading
Background strain	χ4232 wildtype	SR-11 wildtype	wildtype
Genotype	Δ*rybB* Δ*omrAB* Δ*micA* Δ*invRrfaH*::*neogyrA*^C248T^	*Δcya Δcrp*	*aph(3″)-Ib aph(6)-Id bla_*TEM*−1_ sul2 tet(A)*
Phenotype^a^	Nal, Km		Str, Amo, Amp, Sul, Tet

^a^Antibiotics abbreviated as Nal, nalidixic acid; Km, kanamycin; Str, streptomycin; Amo, amoxicillin; Amp, ampicillin; Sul, sulfamethoxazole; Tet, tetracycline.

A turkey *Salmonella enterica* serovar Reading strain SX 446 (FSIS21923883) with multidrug resistance (i.e., streptomycin, sulfamethoxazole, tetracycline, amoxicillin, ampicillin) was used for the challenge (Table 1). To prepare the inoculum, the strain was grown in LB broth with ampicillin and streptomycin in a stationary culture at 37°C for ~21 h. The *S*. Reading culture was pelleted, resuspended in sterile PBS with 15% glycerol, quantified by plating on LB agar, and stored at −80°C. The inoculum dose [targeted 1 × 10^9^ colony forming units (CFU)] was verified by quantitative bacteriology on LB agar after challenge.

Qualitative enrichments for *Salmonella* were performed using tetrathionate broth (VWR International LLC, Radnor, PA, USA) followed by Rappaport–Vassiliadis medium (Becton, Dickinson & Company, Franklin Lakes, NJ, USA) as previously described (13). Xylose lysine tergitol-4 (XLT-4) agar (Becton, Dickinson & Company) with 4.6 μL/mL tergitol (0.46% final volume) and brilliant green agar with sulfadiazine (BGS) (Becton, Dickinson & Company) were used to confirm that poults were enrichment negative for *Salmonella* at arrival. XLT-4 agar without antibiotics was also used to confirm the mock-challenged group remained negative throughout the trial. XLT-4 agar supplemented with novobiocin was employed to detect the AviPro^®^ Megan^®^ Egg vaccine the day prior to *S*. Reading challenge, while recovery of the BBS 866 vaccine on the day before challenge was performed using XLT-4 agar supplemented with nalidixic acid and kanamycin. After challenge, growth media for assessing prevalence and bacterial load of *S*. Reading in turkey samples was XLT-4 agar supplemented with streptomycin and ampicillin.

### 2.3 Animal trial and bacteriology

Six groups were examined in this study (Figure 1): mock-vaccinated/mock-challenged (M/M), mock-vaccinated/*S*. Reading-challenged (M/R), BBS 866-vaccinated via oral gavage/*S*. Reading-challenged (BBS_OO_/R), BBS 866-vaccinated via aerosol and water/*S*. Reading-challenged (BBS_AW_/R), AviPro^®^ Megan^®^ Egg-vaccinated via oral gavage/*S*. Reading-challenged (AME_OO_/R), or AviPro^®^ Megan^®^ Egg-vaccinated via aerosol and water/*S*. Reading-challenged (AME_AW_/R). One-day-old male Nicholas turkey poults were obtained from a commercial hatchery and randomly divided into six ABSL-2 isolation rooms, each room housing one vaccination/challenge group. Poults were given *ad libitum* access to water and a game bird starter ration (Purina Animal Nutrition LLC, Arden Hills, MN, USA) throughout the entire study. A random subset of poults (*n* = 5 birds) was euthanized upon arrival and qualitative bacteriology by enrichment was performed on the intestinal tract as previously described (13); *Salmonella* was not detected.

**Figure 1:**
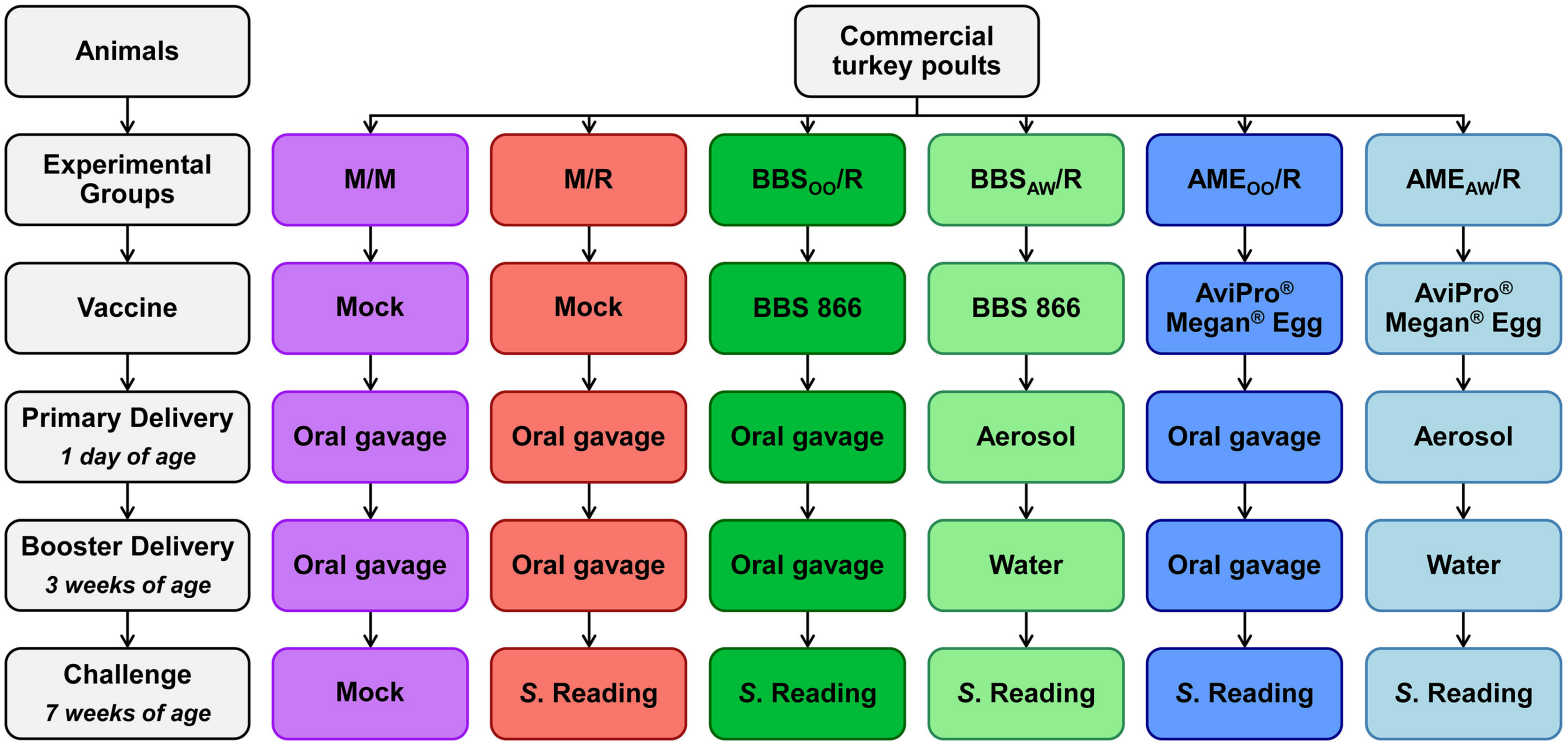
Experimental design for vaccination and challenge of each group of turkeys. At 1-day and 3-weeks of age, poults in four groups were administered PBS (M/M and M/R), BBS 866 (BBS_OO_/R), or AviPro^®^ Megan^®^ Egg (AME_OO_/R) via oral gavage (*n* = 64 birds/group). The two remaining groups received BBS 866 (BBS_AW_/R), or AviPro^®^ Megan^®^ Egg (AME_AW_/R) via aerosol and water booster (*n* = 40 birds/group). At 7-weeks of age, poults were orally inoculated with PBS (M/M) or *S*. Reading (all other vaccination/challenge groups).

After placement in the rooms, primary vaccinations were performed via oral gavage or aerosol spray. The mock-vaccinated groups (M/M and M/R) received 0.25 mL of sterile PBS by oral gavage (*n* = 64 birds/group). The BBS_OO_/R and AME_OO_/R groups (*n* = 64 birds/group) received 5 × 10^8^ CFU of BBS 866 or AviPro^®^ Megan^®^ Egg vaccine by oral gavage (0.25 mL at 2 × 10^9^ CFU/mL of vaccine). Turkeys in the BBS_AW_/R and AME_AW_/R groups (*n* = 40 birds/group) each received ~5 × 10^8^ CFU of BBS 866 or AviPro^®^ Megan^®^ Egg vaccine via 1 mL applied by a fine mist from a handheld spray bottle. At 3 weeks of age, booster vaccinations of the poults were performed by oral gavage or provided through drinking water. The M/M and M/R groups received 0.5 mL of sterile PBS by oral gavage. The BBS_OO_/R and AME_OO_/R groups received 4 × 10^8^ CFU of BBS 866 or AviPro^®^ Megan^®^ Egg vaccine by oral gavage (0.5 mL at 8 × 10^8^ CFU/mL of vaccine). To booster vaccinate the BBS_AW_/R and AME_AW_/R groups, the drinking water in each room was replaced with water containing 1.2 × 10^8^ CFU/mL of BBS 866 or AviPro^®^ Megan^®^ Egg vaccine for ~2 h (target dose of 4–5 × 10^8^ CFU). The dose for both vaccines was based on the quantity of commercial vaccine provided for 2,500 doses/vial, which was consistent with a previous study using the BBS 866 vaccine in turkeys (9).

Necropsies were performed at −1, 2, 7, 14, and 21 days post-inoculation (DPI). Poults were randomly selected from each group for necropsy and euthanized using sodium pentobarbital at label dose. At 7 weeks of age, poults from the M/M (*n* = 4 birds) and M/R (*n* = 8 birds) groups were necropsied 1 day prior to challenge (−1 DPI) to confirm mock-vaccinated poults remained *Salmonella* negative. Additionally, at −1 DPI, the BBS_OO_/R (*n* = 12 birds) and AME_OO_/R (*n* = 10 birds) groups were sampled to detect persistence of the vaccines. On the next day, poults in the five *S*. Reading-challenged groups were given 1 × 10^9^ CFU of *S*. Reading (SX 446) by oral gavage (0.5 mL at 2 × 10^9^ CFU/mL of inoculum). The M/M group received 0.5 mL of sterile PBS by oral gavage. At 2 DPI, the M/M, M/R, BBS_OO_/R, and AME_OO_/R groups were sampled (*n* = 12 birds/group) for transcriptomics (see below) with bacteriology performed to determine bacterial load. The BBS_AW_/R and AME_AW_/R groups were not sampled at −1 DPI or 2 DPI as these groups were used to assess vaccination by aerosol and water delivery in comparison to oral gavage. Twelve birds/group were sampled from all six vaccination/challenge groups at 7 and 14 DPI and all remaining birds (*n* = 12–16 birds/group) were sampled at 21 DPI. Samples of neck skin (2 and 7 DPI only), cloaca, spleen, cecal contents, and cecal tonsil were aseptically collected from each bird and kept on ice until processed; the neck skin, cloaca, and cecal tonsil were separately and aseptically rinsed with sterile PBS to remove non-adherent bacteria from the tissue surfaces. Cecal tonsil samples from the M/M, M/R, BBS_OO_/R, and AME_OO_/R groups were collected into 10 mL of RNAlater (Thermo Fisher Scientific Inc.) at 2 DPI, perfused at 4°C for 24 h, and then stored at −80°C until use.

To detect and enumerate *S*. Reading at selected time points following inoculation, 1 gram (g) or the maximum available (if < 1 g) of tissue sample (neck skin, cloaca, spleen, or cecal tonsil) or cecal contents was used for quantitative and qualitative bacteriology as previously described (13). Briefly, each tissue was homogenized using a Stomacher 80 Biomaster (Seward Inc., Bohemia, NY, USA) with 2 mL sterile PBS/g of tissue as the diluent. One hundred microliters of the homogenized tissues and 10-fold serial dilutions were plated on selective media and incubated for 48 h at 37°C to obtain quantitative counts. *Salmonella* positive colonies were counted for each sample and the *Salmonella* CFU/g of tissue was calculated. If < 1 g of tissue or cecal contents was used for bacteriology, resulting colony counts were adjusted proportionally to be equivalent to the count in 1 g. Two step enrichments were also performed from the homogenized tissues and streaked onto selective media to qualitatively detect *Salmonella*. Samples that were positive for *Salmonella* only by enrichment were randomly assigned an integer between 1 and 19 CFU/g (20 CFU/g = limit of detection), while samples negative for *Salmonella* by both plating and enrichment were assigned 0 CFU/g. For each tissue, the enumeration data was log_10_ transformed and statistically analyzed using a non-parametric Kruskal-Wallis rank sum test (significance threshold = *p*-values < 0.05). For each tissue with a significant effect of vaccination on colonization, pairwise comparisons between vaccinations and delivery protocols were performed using a Dunn's test [significance threshold = false discovery rate-adjusted *p*-values (FDR) < 0.05].

### 2.4 RNA isolation and sequencing

RNA-sequencing (RNA-seq) was performed to understand acute responses to *S*. Reading and the effect of vaccination on the gene expression in turkey cecal tonsil. Total RNA was extracted from cecal tonsil tissues (sampled from one cecal tonsil as other was used for bacteriology above) collected at 2 DPI from the M/M, M/R, BBS_OO_/R, and AME_OO_/R groups (*n* = 12 birds/group) using the RNAqueous Total RNA Isolation kit (Thermo Fisher Scientific Inc.) with manufacturer's protocols modified to incorporate an on-column DNase treatment (RNase-free DNase Set; QIAGEN Sciences, Germantown, MD, USA). 

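Each of the 48 libraries came from 1 bird, and the birds were spread over 4 isolation batches. Every batch held 3 birds of each group, except that M/R had 2 birds in batch 3 and 4 birds in batch 4. Each isolation room housed 1 vaccination/challenge group, so effects of group and room cannot be told apart in these libraries.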

RNA quality and quantity (RIN scores ≥ 9.1) were determined using a 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA) before submission to the Iowa State University DNA Facility for library preparation and sequencing. Stranded mRNA-seq cDNA libraries were constructed using the NEBNext Ultra II Directional RNA Library Prep kit (New England Biolabs, Ipswich, MA, USA) with the NEBNext Multiplex Oligos for Illumina (96 Unique Dual Index Primer Pairs) kit (New England Biolabs) for sample indexing. Libraries were pooled and sequenced on a NovaSeq 6000 (Illumina Inc., San Diego, CA, USA) using 4 lanes (*n* = 4 technical replicates/sample) of an S4 flow cell to produce 100-cycle paired-end reads.

### 2.5 Bioinformatic analyses and differential expression testing

Raw reads were processed using Trimmomatic v.0.39 (14) to filter and trim (adapters removed with Illuminaclip, end trimmed if quality score < 20, and entire reads removed if average quality score < 30 or minimum length < 75 bp). Filtered reads were mapped to the reference genome *Meleagris gallopavo* 5.1 (GCF_000146605.3) using STAR v.2.7.10b (15) with default parameters. Resulting BAM files were sorted by name with samtools v.1.17 (16) and gene expression quantified using HTSeq v.2.0.2 (17) with default parameters (except stranded = reverse) to count reads that uniquely mapped to genes (NCBI Annotation Release 103) across the turkey genome.

Differential expression analysis was completed using DESeq2 v.1.34.0 (18). Technical replicates were collapsed into one set of read counts per sample and used to normalize for library size, estimate dispersions, and fit a negative binomial GLM (design = ~ isolation batch + vaccination/challenge group). Design of the GLM was determined based on likelihood ratio tests (FDR < 0.05). 

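Isolation batch and group were tested together over all libraries with the F test of edgeR. Isolation batch was significant at an FDR below 0.05 for 2277 of 17951 genes (12.7%), and 4929 genes had an unadjusted p under 0.05. Group was significant for 419 genes. With the likelihood ratio test of DESeq2, isolation batch was significant for 3108 of 21011 genes (14.8%).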

To understand the distribution of the datasets, variance stabilized read counts were used to calculate sample-to-sample distances and to perform principal component analysis (PCA) on the 500 genes with highest between-sample variance. Pairwise Wald tests were run on normalized read counts using the GLM design above to determine genes with significant differential expression between each *S*. Reading-challenged group and the M/M group (significance thresholds = |log_2_ fold changes (log_2_FC)| ≥ 1.0 and FDR < 0.05).

In order to fully interpret the differential expression in the turkey, unannotated genes with significant differential expression were BLAST aligned (Megablast with default parameters; E-value < 1e-50, percent identity ≥ 90%; https://blast.ncbi.nlm.nih.gov) to all chicken and turkey genes in the NCBI Nucleotide (NT) database (https://www.ncbi.nlm.nih.gov/nuccore) to identify additional gene names. Many genes in the turkey genome are incompletely annotated as locus (LOC) numbers yet have named orthologs in chicken that can be extrapolated to the turkey genes. Annotating to chicken also revealed that nearly 20% of the significantly differentially expressed turkey genes might be gene fragments instead of paralogs, due to chicken gene sequences that were split into more than one non-overlapping gene in the turkey genome annotation. For downstream analysis, suspected gene fragments were assigned to the same shared gene name but kept as separate differentially expressed genes. Using both gene names from the turkey annotation and those identified by chicken orthologs, GO-Slim Biological Process terms were associated to the significantly differentially expressed genes using the chicken GO term database in PANTHER v.19.0 (19). An over-representation test based on a Fisher's Exact test with FDR correction (significance threshold = FDR < 0.05) was performed for each comparison to M/M to predict the functional impacts of the significant differential expression.

## 3 Results and discussion

### 3.1 Persistence of the vaccine strains in orally vaccinated turkeys

Two live-attenuated *Salmonella* vaccine strains, BBS 866 and AviPro^®^ Megan^®^ Egg, both derived from *Salmonella enterica* serovar Typhimurium, were utilized to vaccinate poults in this study. At 7 weeks of age (prior to *S*. Reading challenge; 4 weeks post-booster vaccination), both vaccine strains were recoverable by qualitative bacteriology from a subset of cecal contents (up to 50%), cecal tonsils (up to 40%), and cloaca (up to 25%) collected from the BBS_OO_/R and AME_OO_/R groups (Table 2). Neither vaccine strain was detected in the spleen. A previous study vaccinated 3-week-old turkeys with a single dose of BBS 866 and observed the vaccine strain in the cecum and cloaca for 2 weeks, but did not detect the vaccine in the spleen, nor the crop, liver, or bursa of Fabricius (9). In this study, both vaccine strains were able to persist within the intestinal tract of a subset of poults for at least 4 weeks after vaccination. Vaccine-origin isolates [similar to AviPro^®^ Megan^®^ Vac 1 (Elanco US Inc.) or AviPro^®^ Megan^®^ Egg (Elanco US Inc.)] have been observed in chicken and turkey samples obtained by the Food Safety and Inspection Service (FSIS) and the Food and Drug Administration (FDA) (20), indicating persistence can occur during the production cycle.

**Table 2:** Both *Salmonella* vaccine strains were recoverable from the turkey intestine prior to challenge at 7 weeks of age^a^.

**Tissue**	**Vaccine^b, c^**	**Prevalence**	
		**Positive/total**	**Percent of total**
Cecal contents	BBS_OO_	6/12	50%
	AME_OO_	0/10	0%
Cecal tonsil	BBS_OO_	3/12	25%
	AME_OO_	4/10	40%
Cloaca	BBS_OO_	3/12	25%
	AME_OO_	1/10	10%
Spleen	BBS_OO_	0/12	0%
	AME_OO_	0/10	0%

^a^Samples collected 1 day prior to challenge; 4 weeks after booster vaccination.

^b^BBS_OO_, BBS 866-vaccinated via oral gavage; AME_OO_, AviPro^®^ Megan^®^ Egg-vaccinated via oral gavage.

^c^Groups vaccinated by aerosol and water (BBS_AW_ and AME_AW_) were not sampled at −1 DPI.

### 3.2 Impact of vaccination on tissue colonization by *Salmonella* Reading in turkeys

A primary goal of this study was to evaluate our *Salmonella* vaccine BBS 866 and the AviPro^®^ Megan^®^ Egg vaccine against a multidrug-resistant *S*. Reading strain obtained by FSIS from comminuted turkey in 2019 (12). All birds in the M/M group remained *Salmonella* negative throughout the study. Tissue colonization by *S*. Reading was measured at 2, 7, 14, and 21 DPI (Figure 2). At 2 DPI, no significant differences in *Salmonella* load were observed between the *S*. Reading-challenged groups, with ~3–4 log_10_ CFU/g in cecal contents and cecal tonsil, and no dissemination to the spleen. Initial *Salmonella* colonization of the cloaca was lower than the intestinal samples and no significant differences between groups were observed in the cloaca at any DPI (Supplementary Figure 1). Only four neck skin samples were *Salmonella* positive at 2 DPI (2 in M/R and 2 in BBS_OO_/R) and none of the skin samples were positive at 7 DPI; therefore, neck skin was not an appreciable site of *Salmonella* colonization in this study and was not assessed at 14 or 21 DPI. At 7 DPI, the birds in the AME_OO_/R group had a significant 3 log_10_ CFU/g reduction in cecal tonsil colonization compared to the M/R group (Figure 2). The AME_OO_/R group also had 1.6 log_10_ CFU/g lower *Salmonella* load in the cecal contents at 7 DPI. When compared to the M/R group, dissemination to the spleen at 7 DPI was significantly reduced in the BBS_OO_/R and AME_AW_/R groups. Vaccination had a more consistent impact on colonization at 14 DPI, significantly reducing *Salmonella* load by 1.8–2.4 log_10_ CFU/g in cecal tonsil for all four vaccinated groups and by 1.8–2.2 log_10_ CFU/g in cecal contents in three vaccinated groups (excluding AME_AW_/R). At 14 DPI, *S*. Reading was still present at a low level (average 0.49 log_10_ CFU/g) in ~40% of spleens from the M/R group but was no longer detectable in any of the four vaccinated groups (Figures 2, 3). No significant differences in bacterial load were observed at 21 DPI in any tissue (Figure 2). However, the proportion of *Salmonella* positive cecal contents was significantly lower in the AME_OO_/R group compared to M/R at 21 DPI (Figure 3). Compared to M/R, prevalence was also significantly lower in cecal tonsil for AME_OO_/R at 7 DPI and for three vaccinated groups (excluding BBS_AW_/R) at 14 DPI.

**Figure 2:**
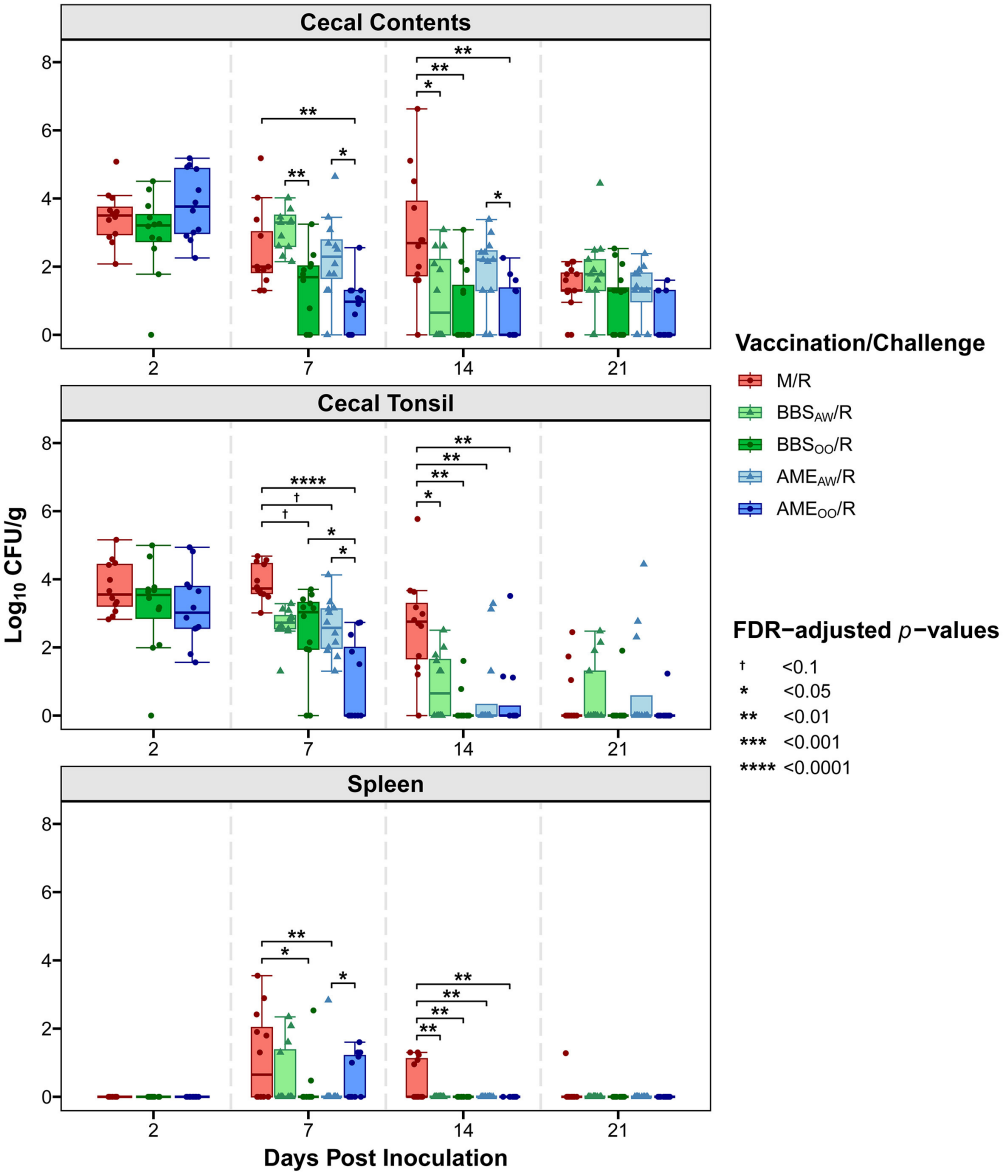
Vaccination reduced colonization and dissemination of *S*. Reading in turkeys. At 1-day and 3-weeks of age, poults were administered PBS (M/R), BBS 866 via oral gavage (BBS_OO_/R), BBS 866 via aerosol and water (BBS_AW_/R), AviPro^®^ Megan^®^ Egg via oral gavage (AME_OO_/R), or AviPro^®^ Megan^®^ Egg via aerosol and water (AME_AW_/R). Poults were inoculated with *S*. Reading at 7-weeks of age. Colony forming units (CFU) of *Salmonella* were measured in a gram of tissue (or cecal contents) collected at 2, 7, 14, or 21 days post-inoculation (DPI) (*n* = 12–16/group) and are shown log_10_ transformed. Statistical significance was assessed with pairwise Dunn's tests (FDR < 0.05) within cecal contents, cecal tonsil or spleen. Colonization of cloaca is shown in Supplementary Figure 1.

**Figure 3:**
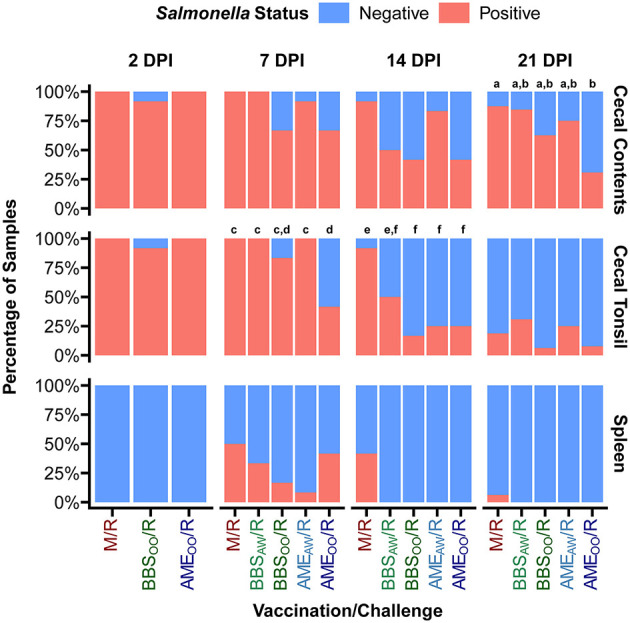
Prevalence of *S*. Reading positive samples in the turkeys. At 1-day and 3-weeks of age, poults were administered PBS (M/R), BBS 866 by oral gavage (BBS_OO_/R), BBS 866 by aerosol and water (BBS_AW_/R), AviPro^®^ Megan^®^ Egg by oral gavage (AME_OO_/R), or AviPro^®^ Megan^®^ Egg by aerosol and water (AME_AW_/R) prior to challenge with *S*. Reading at 7-weeks of age. Cecal contents and tissues were collected at 2, 7, 14, and 21 days post-inoculation (DPI) and *Salmonella* prevalence determined by quantitative and qualitative bacteriology. Letters indicate vaccination/challenge groups (*n* = 12–16/group) with significantly different (FDR < 0.05) proportions of *Salmonella* positive samples based on pairwise Fisher's tests performed within each tissue and DPI. Prevalence in cloaca is shown in Supplementary Figure 1.

The current experiment also assessed the impact of vaccination delivery on *Salmonella* load, comparing vaccination via aerosol spray and water booster, as in commercial production, to vaccination by oral gavage. Birds vaccinated by oral gavage had significantly lower *Salmonella* load at 7 DPI in cecal contents (both BBS_OO_/R and AME_OO_/R) and in cecal tonsil (just AME_OO_/R) compared to aerosol and water vaccinated groups (Figure 2). Conversely, *Salmonella* dissemination to spleen was significantly higher in AME_OO_/R than AME_AW_/R at 7 DPI. The AME_OO_/R group had significantly less colonization of cecal contents than the AME_AW_/R group at 14 DPI, with no significant differences in cecal tonsil and no detection in any vaccinated group in spleen after 7 DPI. Oral gavage delivery was performed because we expected to have greater consistency in vaccine dosage when directly inoculating a fixed volume into the crop. However, despite the inter-bird variability inherent in internalizing *Salmonella* from the aerosol spray or from consuming the booster dose in the drinking water, vaccination by aerosol and water booster (BBS_AW_/R and AME_AW_/R) successfully reduced both colonization and dissemination of *S*. Reading in turkeys.

Although reports of *Salmonella* vaccine trials in turkeys are limited, both vaccines examined herein have previously shown cross-protection against at least one serovar of *Salmonella* in turkeys. Vaccination of turkeys by oral gavage with BBS 866 prior to challenge was shown to significantly reduce both colonization (cecum) and dissemination (spleen) by multidrug-resistant *Salmonella enterica* serovar Heidelberg (9). The commercial vaccine, when given to turkeys by aerosol and water booster, decreased colonization of *Salmonella enterica* serovars Infantis and Hadar in cecum and cecal tonsil (and cloaca for *S*. Infantis) (10). Dissemination of *S*. Infantis was reduced in spleen and not observed in bone marrow when turkeys were vaccinated prior to challenge. *S*. Hadar had minimal to no dissemination (only two positive spleen samples) in the experiment. Previous research has also shown that vaccinating turkeys with the commercial vaccine can significantly reduce overall *Salmonella* load in the cecum when poults were subsequently challenged with a mixture of *Salmonella enterica* serovars Reading, Agona and Saintpaul (11). Despite providing two booster doses via water (at 3 weeks and again at 5 weeks), based on *Salmonella* prevalence, vaccination was not sufficient to decrease dissemination to the spleen after challenge with their mixed culture. Although this previous study included *S*. Reading as part of the challenge, they only examined the impacts of vaccination on *Salmonella* collectively and did not differentiate between the three serovars in the mixed culture. In the current study, the effect of both vaccines was evaluated specifically against *S*. Reading. *Salmonella* prevalence in intestinal samples from birds given either vaccine was significantly decreased. Furthermore, both colonization (cecal samples) and dissemination (spleen) of *Salmonella* were quantitatively decreased by the commercial vaccine at 7 and 14 DPI. *Salmonella* load was also significantly lower in poults vaccinated with BBS 866 with significant reduction in dissemination to spleen at 7 and 14 DPI and most of the intestinal samples reduced at 14 DPI. Therefore, both vaccines were cross-protective against *S*. Reading in turkeys.

### 3.3 Transcriptomic responses to *Salmonella* Reading and the effect of vaccination in turkey cecal tonsil

To assess the acute host responses to *S*. Reading colonization, the cecal tonsil transcriptome was investigated at 2 DPI with *S*. Reading or PBS (as mock-challenge). 

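Cecal tonsil RNA from 12 birds per group was sequenced, and the authors deposited the number of reads they counted on each gene, without normalization. Of 24157 rows of counts, 24 without a gene name were left out, which held between 0.094% and 0.249% of the counts of a library. Counts on the remaining 24133 genes summed to between 31108142 and 89106877 per library. The median sum was 49012663.5 in M/M, 51975592.5 in M/R, 45449915 in BBS_OO_/R and 41884093.5 in AME_OO_/R. These sums did not differ from M/M beyond the spread between birds in M/R (two-sided permutation test, p = 0.567), BBS_OO_/R (p = 0.654) or AME_OO_/R (p = 0.149). Differential expression was tested with the quasi-likelihood test of edgeR after TMM normalization and its filter on low counts, with isolation batch and group in the model. Genes with an FDR below 0.05 and a |log_2_FC| of at least 1 were called differentially expressed. Expression per bird is given in CPM, the counts scaled by edgeR to the TMM-normalized library size.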

Approximately 85% of the resulting reads mapped uniquely to the turkey genome annotation, which revealed a total of 17,778 expressed genes in the turkey cecal tonsil. 

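At least 1 read in any library was counted for 23282 genes. A sum of at least 10 counts over all libraries was reached by 21999 genes, and at least 10 counts in every library by 15105 genes. The filter of edgeR kept 17951 genes for testing.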

Although principal component analysis (Supplementary Figure 2) showed similar within-group and between-group variability, nearly half of the *S*. Reading-challenged samples (primarily from the M/R and AME_OO_/R groups) had large sample-to-sample distances (Supplementary Figure 3) from a portion of the M/M samples. 

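The mean score on the first principal component was -16.3 ± 19.5 (SD, n = 12) in M/R and 12.0 ± 30.0 (SD, n = 12) in M/M, a difference larger than the spread between birds allows (two-sided permutation test, p = 0.0128, and 0.0383 after adjustment over 3 groups). Within isolation batches 1 to 4, the M/R mean minus the M/M mean was -15.3, -53.5, -56.0 and 5.94, so the sign differed in batch 4. The mean score was 2.40 ± 32.7 in AME_OO_/R (p = 0.455, adjusted p = 0.455) and 1.85 ± 20.4 in BBS_OO_/R (p = 0.341, adjusted p = 0.455), not separated from M/M. A challenged bird was counted as distant when its Euclidean distance was 150 or more to at least 3 M/M birds. This held for 15 of 36 challenged birds (41.7%), of which 7 were from M/R, 6 from AME_OO_/R and 2 from BBS_OO_/R. By the same rule 7 of the 12 M/M birds were distant from other M/M birds. With the lower of the distance limits tried, the count of challenged birds was 32.

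**Figure D1:**
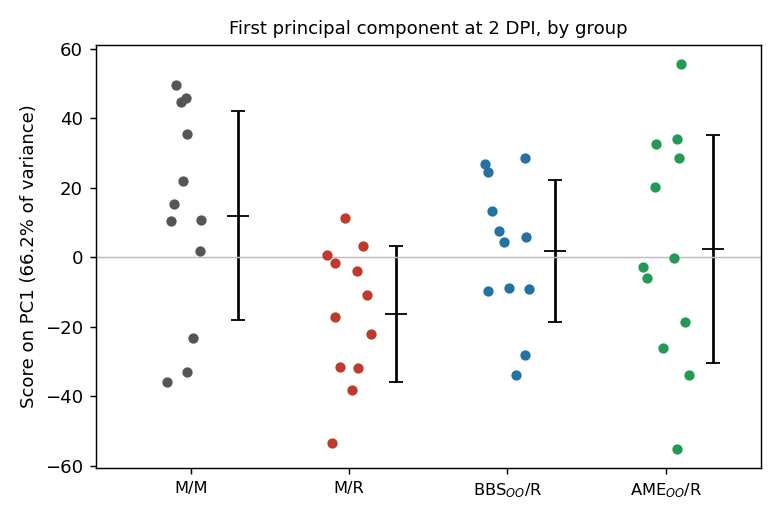
Score on the first principal component of variance stabilized counts (vertical axis, no unit) for each bird, by group (horizontal axis). Points are birds, and bars give the mean and SD (n = 12), which is 12.0 in M/M and -16.3 in M/R.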

The large variation in gene expression patterns make it appear as though challenge with *S*. Reading had limited effects on cecal tonsil expression, yet the M/M group had detectable differences from the M/R and AME_OO_/R groups.

Gene expression in three *S*. 

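Over the 3 comparisons to M/M, edgeR called 323 genes. A gene name was given for 167 of these (51.7%), and the others carried a LOC number. DESeq2, run on the same counts with the same model and thresholds, called 625 genes, of which 299 (47.8%) were named. With 1 bird left out, the edgeR count was 26 without M/M 8, 35 without M/M 1, 39 without M/M 9, 43 without M/M 6, 46 without M/R 7, 48 without M/M 4 or M/R 4, 49 without M/M 7 or M/R 8, 50 without M/R 6 or 12, 147 without M/R 11, 198 without M/R 10, 493 without AME_OO_/R 2, 511 without M/M 5, 519 without AME_OO_/R 5, 527 without M/M 2, 593 without M/R 1, 597 without AME_OO_/R 4, 605 without M/M 12, 691 without M/M 3, 720 without M/R 9, 761 without M/R 5, 811 without M/M 10 and 974 without M/M 11.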

Reading-challenged groups (M/R, AME_OO_/R, BBS_OO_/R) was compared to the M/M. In total, 615 genes had significant differential expression (|log_2_FC| ≥ 1.0, FDR < 0.05) in these comparisons; 48% of these differentially expressed genes (297) had annotated gene names in the turkey genome, and the rest were assigned to a LOC number (Supplementary Table 1). To more fully capture the functions of these genes, unannotated differentially expressed genes were BLAST aligned to all chicken and turkey genes in the NCBI NT database. An additional 179 differentially expressed genes (56% of significant LOC genes) were attributed to a gene annotation based on their chicken ortholog.

Most of the significantly differentially expressed genes occurred in the M/R group, of which 36 genes had increased expression and 542 were decreased compared to the M/M group (Supplementary Table 1). 

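In M/R compared to M/M, edgeR called 286 genes, 29 increased and 257 decreased. The lowest FDR of any gene was 0.0327. Without the fold change threshold 2315 genes passed, 1384 increased and 931 decreased. DESeq2 called 589 genes (37 increased and 552 decreased), 275 of which edgeR also called, and limma-voom called 775 (307 increased and 468 decreased). With only the 2 groups compared in the model, edgeR called 0 genes (6338 at an unadjusted p under 0.05, lowest FDR 0.0508). The count depended on single birds. With any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12 left out, edgeR called 0 genes, with 5060 to 6141 genes at an unadjusted p under 0.05 and a lowest FDR between 0.0506 and 0.0779. It called 107 without M/R 11, 155 without M/R 10, 475 without M/M 5, 491 without M/M 2, 552 without M/R 1, 556 without M/M 12, 667 without M/M 3, 686 without M/R 9, 722 without M/R 5, 764 without M/M 10 and 934 without M/M 11. In all 24 of these fits each of the 286 genes kept its sign, and the median log_2_FC of the 257 decreased genes lay between -1.50 and -1.19. Birds of the other 2 groups also enter the fit, and the count was 430 without AME_OO_/R 2, 433 without AME_OO_/R 10, 483 without AME_OO_/R 5 and 568 without AME_OO_/R 4. The mean log_2_ difference of these 257 genes was -0.86 in isolation batch 1, -2.20 in batch 2, -2.17 in batch 3 and -0.20 in batch 4, but they were called in a fit of the same birds.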

Despite the role of the cecal tonsil as a major gut-associated lymphoid tissue (GALT) in birds, only a few genes with significant differential expression after *S*. Reading challenge at 7 weeks of age were immune-related, including decreases in a S100A9-like gene (*LOC104916257*), lymphocyte antigen 6E-like (*LY6CLEL*), and cAMP responsive element binding protein 3 like 3 (*CREB3L3*) (Figure 4; Supplementary Table 1). 

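*LOC104916257* was counted at 0.633 ± 0.740 CPM (SD, n = 12) in M/M and 0.128 ± 0.127 CPM in M/R. Its log_2_FC was -2.21 (SE 0.79), with an FDR of 0.0541 in edgeR and 0.0273 in DESeq2, and in fits with 1 bird left out edgeR called it without M/M 2, 5, 10 or 11, M/R 5 or 9, BBS_OO_/R 3, 5, 7, 8 or 9 or AME_OO_/R 1, 2, 3, 4, 5 or 10. The gene matched to chicken *LY6CLEL* is *LOC100541044*, on chromosome 3 of the turkey genome (version 5.1) from 85759056 to 85764266. Its log_2_FC was -1.76 (SE 0.73), with an FDR of 0.0811 in edgeR and 0.0379 in DESeq2. In isolation batches 1 to 4 its log_2_ difference was -1.06, 0.25, 0.69 and -3.66. *CREB3L3*, on chromosome 30 from 2579568 to 2583930, was called by both tools. It was counted at 73.9 ± 57.5 CPM in M/M and 13.0 ± 9.35 CPM in M/R, with a log_2_FC of -2.16 (SE 0.68, edgeR FDR 0.0376). It was not called without M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8, 10, 11 or 12, and its log_2_ difference was -1.38, -3.92, -3.98 and 0.01 in isolation batches 1 to 4.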

Research in chickens has observed an acute (< 4 DPI) pro-inflammatory response to *Salmonella*, followed by an immunosuppressive shift to tolerance that allows for persistent colonization of the cecum (21–23). Conversely, inflammatory gene expression was not broadly induced at 2 DPI in turkey cecal tonsil despite colonization of this tissue by up to 4 logs of *S*. 

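A list of 35 cytokine, chemokine, receptor and other inflammatory genes, taken by symbol, had a median log_2_ difference of 0.31 between M/R and M/M, and 12 of these genes were lower in M/R. The median of their log_2_FC in edgeR was 0.14, with 15 genes lower, and 0.10, with 17 lower, with median-ratio size factors. As a set they were not shifted relative to other genes (camera, two-sided, p = 0.235). Fry, which tests the set by itself, found no shift either (p = 0.255). *IL6* was the member called, and not without M/M 1, 2, 4, 5, 6, 7, 8, 9 or 10, M/R 2, 4, 6, 7, 8, 10, 11 or 12, BBS_OO_/R 2, 3, 5, 7, 8 or 9 or AME_OO_/R 1, 3, 5, 8, 9, 10 or 11. An unadjusted p under 0.05 was reached by 9 members, and 0 passed when adjusted over the list alone. With the mean of epithelial genes in each library as a covariate, camera had the opposite sign (p = 0.315), where the mean difference was -0.09 and the median 0.03. The median difference from M/M was -0.10 in AME_OO_/R (camera p = 0.0895) and 0.34 in BBS_OO_/R (camera p = 0.0374, not held by fry, p = 0.198), and by the log_2_FC of edgeR -0.11 and 0.16.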

Reading in this study. 

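*LOC104910575*, matched to chicken *CXCL13L3*, was counted at 22.1 ± 20.6 CPM (SD, n = 12) in M/M and 49.1 ± 21.9 CPM in M/R. Its log_2_FC was 1.28 (SE 0.50), with an FDR of 0.0684 in edgeR and 0.0369 in DESeq2, and in fits with 1 bird left out edgeR called it without M/M 10 or 11, M/R 1 or AME_OO_/R 2. *LOC100538559*, matched to chicken *BLEC1*, was counted at 8.03 ± 5.15 CPM in M/M and 18.3 ± 8.47 CPM in M/R, with a log_2_FC of 1.25 (SE 0.37, edgeR FDR 0.0339). *IL6* was counted at 0.1496 ± 0.0936 CPM in M/M and 0.317 ± 0.229 CPM in M/R, with a log_2_FC of 1.09 (SE 0.37, edgeR FDR 0.0462). Supplementary Table 1 lists 3 T cell receptor alpha segments, whose alike sequences could share reads. Their log_2_FC was 1.57 for *LOC116217743* (edgeR FDR 0.0327), 1.16 for *LOC104916899* (FDR 0.0388) and 1.06 for *LOC104915671* (FDR 0.0737 in edgeR and 0.0470 in DESeq2). With any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12 left out, edgeR called none of these genes. Further birds without which the call was lost were M/M 2, 5 and 10, M/R 2, 10 and 11, BBS_OO_/R 2, 3, 5, 7, 8 and 9 and AME_OO_/R 1, 3, 5, 8, 9, 10 and 11 for *IL6*, M/R 11 for *LOC100538559* and M/R 10 and 11 for *LOC104916899*. In such fits *LOC104915671* was called without M/M 11 or M/R 1.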

Only five immune-related genes slightly increased in M/R compared to M/M (all log_2_FC < 2.0), including C-X-C motif chemokine ligand 13-like 3 (*CXCL13L3*), MHCB C-type lectin-like 1 (*BLEC1*), interleukin 6 (*IL6*), and two gene segments that are part of the T cell receptor alpha locus (Supplementary Table 1). Transcriptional responses during the acute phase (2 DPI) have been shown to vary dramatically by serovar in turkey blood leukocytes, with almost no differential expression after *S*. Heidelberg challenge, while *S*. Typhimurium induced a strong immune-related response (24, 25). Further research is needed in turkeys to establish what host or pathogen factors influence the initial response and whether pro-inflammatory responses, when they occur, also rapidly shift to tolerance as seen in chickens.

**Figure 4:**
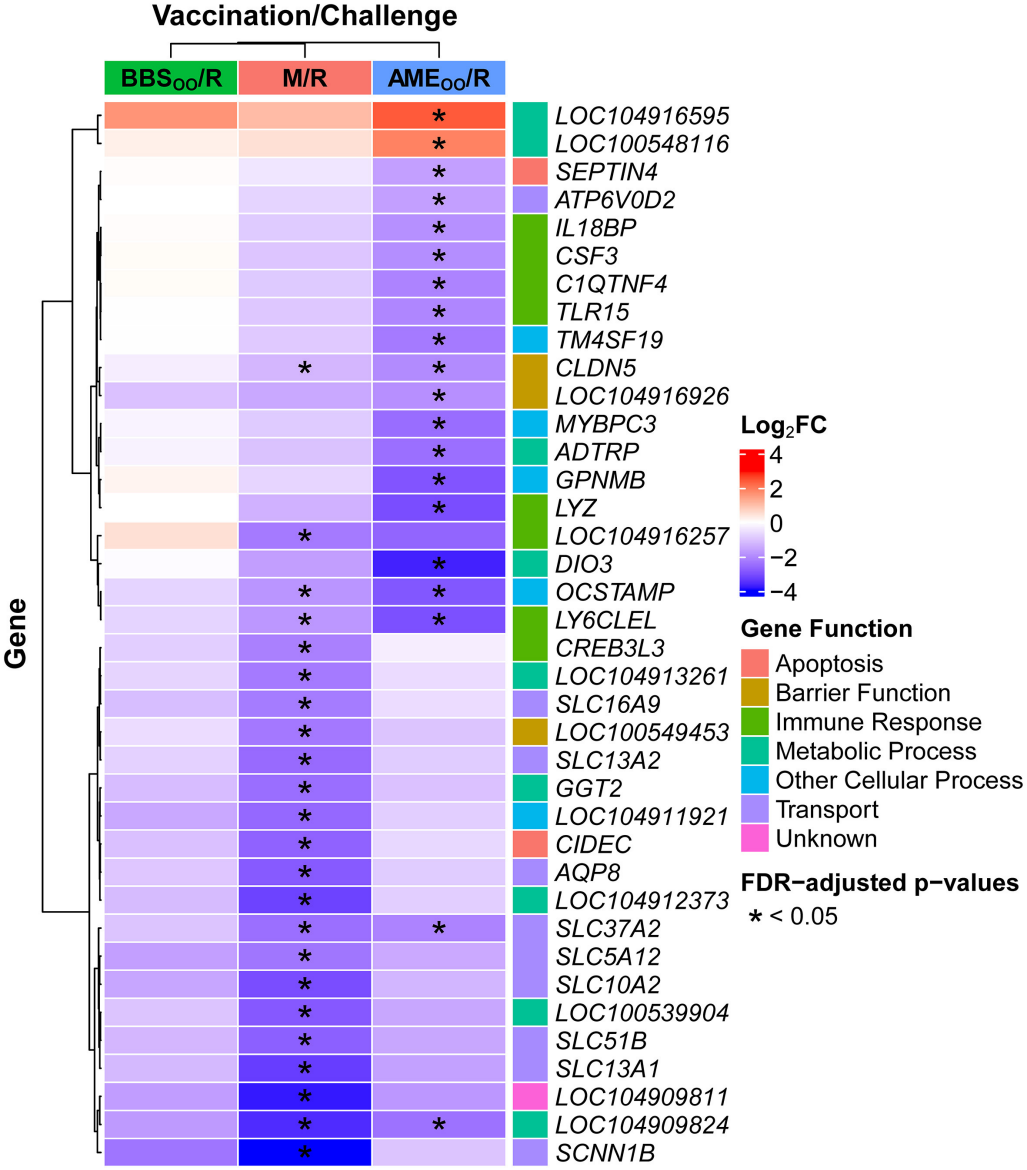
Top 20 differentially expressed genes in cecal tonsil for each *S*. Reading challenged group compared to the M/M group at 2 DPI. Significantly differentially expressed genes (|log_2_FC| ≥ 1.0 and FDR < 0.05) were determined using DESeq2. Based on magnitude of |log_2_FC|, the top 20 significantly differentially expressed genes for each comparison to the M/M group are shown (no significantly differentially expressed genes were observed between BBS_OO_/R and M/M), resulting in a total of 38 genes (due to overlapping genes in the top 20 for M/M and for AME_OO_/R). Asterisks indicate in which comparison(s) the gene has significant differential expression. M/M, mock-vaccinated/mock-challenged; M/R, mock-vaccinated/*S*. Reading-challenged; AME_OO_/R, AviPro^®^ Megan^®^ Egg-vaccinated via oral gavage*/S*. Reading-challenged; BBS_OO_/R, BBS 866-vaccinated via oral gavage/*S*. Reading-challenged; DPI, days post-inoculation; FC, fold change; FDR, Benjamini Hochberg adjusted *p*-values.

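Of the 20 genes that Figure 4 takes from M/R, edgeR called 17 and DESeq2 20. Of the 20 genes from AME_OO_/R, edgeR called 16 and DESeq2 20. With 1 bird left out, edgeR called 0 of the M/R genes without M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12, and 9 without M/R 11 and 11 without M/R 10. Of the AME_OO_/R genes it called 9 without M/M 3 or 8 or AME_OO_/R 11 and 10 without AME_OO_/R 10. Not called by edgeR in M/R with all birds, besides *LOC104916257*, were *SLC5A12* (FDR 0.107) and *LOC100549453* (FDR 0.0555). Not called in AME_OO_/R were *LOC104909824* (FDR 0.0847), *SLC37A2* (FDR 0.0583), *CSF3* (FDR 0.0521) and *LOC104916926* (FDR 0.0990). Some of these genes were called by edgeR with 1 bird left out, *LOC100549453* without M/M 2, 3, 10, 11 or 12, M/R 1, 5 or 9, BBS_OO_/R 4 or AME_OO_/R 4 or 5, *LOC104909824* without AME_OO_/R 12 and *LOC104916926* without AME_OO_/R 2. *SLC5A12* had a log_2_FC of -2.32 in M/R, which became -1.14 without M/M 8. *LOC104916595* had a log_2_FC of 2.42 in AME_OO_/R (SE 0.71, FDR 0.0347), which became 1.22 without AME_OO_/R 7. It was not called without M/M 1, 2, 3, 5, 8 or 11, M/R 4, BBS_OO_/R 9 or AME_OO_/R 3, 7, 10 or 11. The 10 called genes of largest |log_2_FC| also included *LOC104915609* in M/R (-2.76, SE 0.78); in AME_OO_/R they also included *TYR* (-3.72, SE 0.86), *LOC109364086* (-3.36, SE 0.73) and *LOC104911107* (-2.53, SE 0.53), to which DESeq2 gave no FDR after its filter on mean counts.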

After *S*. 

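*SCNN1B* lies on chromosome 16 from 6613129 to 6621570. It was counted at 3.31 ± 7.37 CPM (SD, n = 12) in M/M and 0.0963 ± 0.0608 CPM in M/R, with a log_2_FC of -4.36 (SE 1.19, edgeR FDR 0.0327). The median in M/M was 0.237 CPM, M/M 8 alone had 24.8 CPM, and without this bird the log_2_FC was -3.14. *SLC13A1*, on chromosome 1 from 21610569 to 21634862, was counted at 101 ± 137 CPM in M/M and 8.21 ± 9.03 CPM in M/R (log_2_FC -3.29, SE 0.90, FDR 0.0327). *SLC10A2*, on chromosome 1 from 138619980 to 138629137, was counted at 122.7 ± 115 CPM in M/M and 13.2 ± 10.3 CPM in M/R (log_2_FC -3.04, SE 0.81, FDR 0.0327). In isolation batches 1 to 4 the log_2_ difference was -0.39, -2.96, -4.04 and -0.61 for *SCNN1B*, -1.99, -4.61, -3.52 and 0.37 for *SLC13A1* and -1.78, -4.42, -4.54 and 0.16 for *SLC10A2*. The other called genes with a log_2_FC of -3 or below were *LOC104909811* (-3.76), *LOC104909824* (-3.64) and *LOC104912373* (-3.20). None of these 6 genes was called by edgeR with any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12 left out. The number of such genes was 10 without M/M 11. With all birds it was 6 in DESeq2 (the same genes), 3 in limma-voom (*LOC104909811*, *LOC104912373* and *LOC104914586*, the last named after its values were seen), 16 in edgeR without the filter on low counts and 11 without the batch term. It was 0 with only the 2 groups compared, and 0 with the mean of epithelial genes in each library as a covariate.

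**Figure D2:**
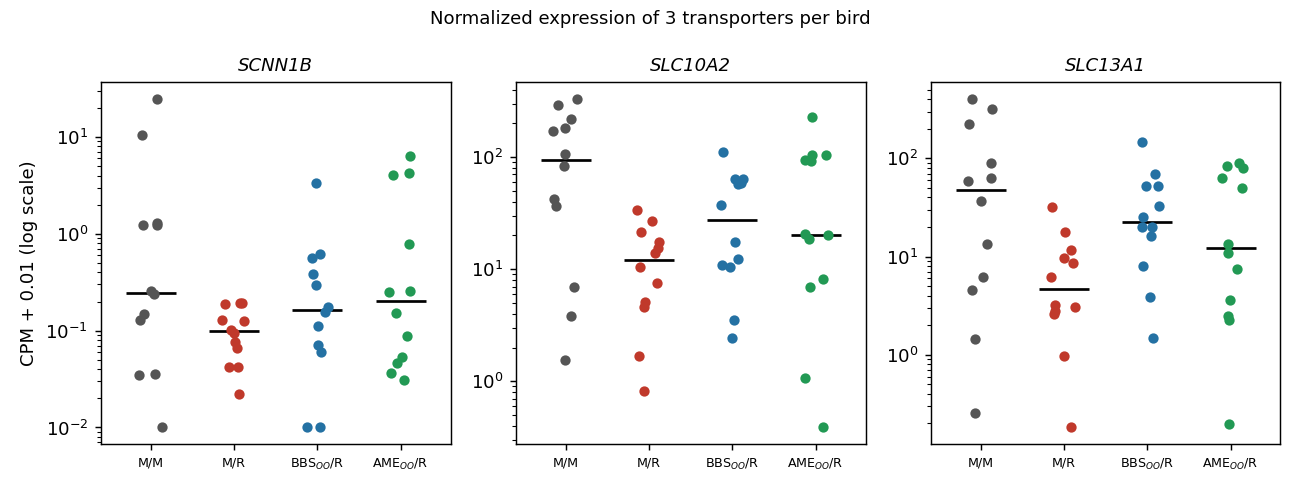
CPM with 0.01 added (vertical axes, log scale) of *SCNN1B*, *SLC10A2* and *SLC13A1* for each bird, by group (horizontal axes). Points are birds and lines medians (n = 12), and in M/M *SCNN1B* reaches 24.8 CPM.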

Reading challenge, only six genes had highly decreased expression (log_2_FC ≤ −3.0), of which three were transporters (Figure 4), sodium channel epithelial 1 beta subunit (*SCNN1B*), solute carrier family 10 member 2 (*SLC10A2*) and solute carrier family 14 member 1 (*SLC13A1*). 

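Transporters were taken by symbol, as solute carriers (a family number, a letter and a member number) other than mitochondrial ones, ATP-binding cassette transporters, aquaporins, epithelial sodium channels and fatty acid binding proteins. They were 7 of the 20 genes of largest |log_2_FC| that edgeR called in M/R. Besides *SCNN1B*, *SLC10A2* and *SLC13A1* these were *AQP8* (log_2_FC -2.84, SE 0.87), *SLC13A2* (log_2_FC -2.51, SE 0.85), *SLC37A2* (log_2_FC -2.44, SE 0.75) and *SLC16A9* (log_2_FC -2.25, SE 0.74), with an FDR between 0.0363 and 0.0448. *SLC51B*, a solute carrier that this pattern misses because its symbol has no member number, had a log_2_FC of -2.73 (SE 0.70, FDR 0.0327), and with it transporters were 8 of the 20. These calls were lost without any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12. They were also lost without M/R 10 or 11 for *AQP8*, M/R 10 or 11 or BBS_OO_/R 12 for *SLC16A9*, M/R 2, 3, 10 or 11 for *SLC13A2* and M/R 11 for *SLC37A2*. By the pattern, the number of transporters among the first 20 genes was 3 without M/R 11 and 4 without M/R 10. With all birds it was 7 in DESeq2, 3 in limma-voom (*AQP8*, *SLC10A2* and *SLC13A1*), 3 in edgeR without the filter on low counts (*SCNN1B*, *SLC10A2* and *SLC13A1*) and 5 without the batch term (*AQP8*, *SCNN1B*, *SLC10A2*, *SLC13A1* and *SLC37A2*).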

Nine of the top 20 significantly differentially expressed genes in M/R compared to M/M were directly associated with cellular transport functions (Figure 4; Supplementary Table 1). Within the PANTHER database, 25 GO terms were over-represented by the differentially expressed genes, highlighting metabolic-related functions and transport terms like “long-chain fatty acid transport,” “sodium ion transport,” and “transmembrane transport” (Figure 5; Supplementary Table 2). 

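The PANTHER database was not used here, and transporters were instead counted by symbol. They were 19 of the 257 genes decreased in M/R (7.4%) and 251 of all 17951 genes tested (1.4%). The odds ratio was 6.01 (95% confidence interval 3.49 to 9.80, two-sided Fisher's exact test, p = 3.9e-09). It was 4.62 for the genes called by DESeq2 and 6.57 among genes with a mean of at least 100 counts. With *SLC51A* and *SLC51B*, which the pattern of symbols misses and which were added after the values were seen, it was 6.70 (21 of the 257 genes). Genes are not independent of each other, so this p does not measure the spread between birds. With 1 bird left out, edgeR called 0 decreased transporters without M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12, and 6 without M/R 11, 12 without M/R 10, 30 without M/M 3 or M/R 9, 31 without AME_OO_/R 4, 33 without M/M 10 or M/R 5 and 35 without M/M 11.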

In Awad et al. (26), *Salmonella enterica* serovar Enteritidis reduced ion transport in chicken intestinal tissues *ex vivo*, which is consistent with the reduced *SCNN1B* expression observed in turkey cecal tonsil in this study. *SCNN1B* encodes a subunit of the epithelial sodium channel ENaC that transports sodium through the apical epithelial membrane from the lumen and regulates fluid balance in the intestine (27). *SLC10A2* (*ASBT*) is an apical sodium-dependent bile acid transporter shown to have decreased expression in the ileum of *S*. Typhimurium challenged pigs (28). Other members of the FXR pathway of bile acid absorption, fatty acid binding proteins 2 and 6 (*FABP2* and *FABP6*) and nuclear receptor subfamily 1 group H member 4 (*NR1H4*), were also reduced in this swine study. *FABP2* and *FABP6* are fatty acid transporters also observed to be reduced by *Salmonella* in chickens (29–31). After *S*. Reading challenge in the current study, *SLC10A2, FABP2, FABP6*, and *NR1H4* decreased in turkey cecal tonsil, and as predicted in swine, could reflect compromised bile acid absorption when *Salmonella* is introduced into the intestine. 

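*FABP2* was counted at 236.3 ± 216 CPM (SD, n = 12) in M/M and 50.0 ± 39.9 CPM in M/R. Its log_2_FC was -2.02 (SE 0.74), with an FDR of 0.0564 in edgeR and 0.0171 in DESeq2. *FABP6* was counted at 721 ± 692 CPM in M/M and 213 ± 136 CPM in M/R, with a log_2_FC of -1.46 (SE 0.68, FDR 0.114 in edgeR and 0.0461 in DESeq2). *NR1H4* was counted at 94.7 ± 57.6 CPM in M/M and 45.3 ± 20.8 CPM in M/R, with a log_2_FC of -0.97 (SE 0.36, FDR 0.0578 in edgeR and 0.0286 in DESeq2). In isolation batches 1 to 4 the log_2_ difference was -0.88, -4.53, -3.40 and -0.01 for *FABP2*, -0.23, -3.97, -2.82 and 0.91 for *FABP6* and -0.50, -1.77, -1.58 and -0.07 for *NR1H4*. With the mean of epithelial genes in each library as a covariate, the log_2_FC changed sign for *FABP6* (0.28) and *NR1H4* (0.02). With 1 bird left out, edgeR called *FABP2* without M/M 3, 5, 10, 11 or 12, M/R 2, 5 or 9 or AME_OO_/R 2, 4, 5, 10 or 11 and *NR1H4* without M/M 2, 3, 5, 10, 11 or 12, M/R 1, 3, 5 or 9, BBS_OO_/R 3 or 9 or AME_OO_/R 3, 4, 5, 10 or 11.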

*S*. Reading colonization also reduced expression of nutrient transporters like solute carrier family 5 member 1 (*SLC5A1*) and solute carrier family 15 member 1 (*SLC15A1*), which encode the glucose transporter SGLT1 and the amino acid transporter PEPT1, respectively. 

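*SLC5A1* was counted at 924 ± 520.1 CPM (SD, n = 12) in M/M and 359.8 ± 238 CPM in M/R. Its log_2_FC was -1.18 (SE 0.45), with an FDR of 0.0647 in edgeR and 0.0308 in DESeq2, and its log_2_ difference in isolation batches 1 to 4 was -0.89, -2.32, -2.47 and -0.13. *SLC15A1* was counted at 595 ± 498 CPM in M/M and 145 ± 118 CPM in M/R. Its log_2_FC was -1.71 (SE 0.66), with an FDR of 0.0662 in edgeR and 0.0225 in DESeq2, and its log_2_ difference by batch was -0.93, -3.21, -3.96 and 0.29. With 1 bird left out, edgeR called *SLC5A1* without M/M 3, 10 or 11, M/R 5 or 9 or AME_OO_/R 2 or 4 and *SLC15A1* without M/M 3, 10, 11 or 12, M/R 1, 5 or 9 or AME_OO_/R 4.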

Reduced expression of *SLC5A1* or *SLC15A1* has been previously observed in chickens challenged with *S*. Enteritidis, *Campylobacter jejuni* or *Eimeria praecox* (32–34). 

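Of 267 transporters taken by symbol, 251 were tested, and 162 of these were lower in M/R than in M/M, with a median log_2_ difference of -0.17. As a set they were lower relative to other genes (camera with a preset correlation between genes, two-sided, p = 2.6e-06, and 7.8e-06 after adjustment over 3 sets). The set was also lower under fry, which tests it by itself and not relative to other genes (adjusted p = 0.00940). Camera with the correlation estimated from the data did not pass (adjusted p = 0.0659). The called transporters came from 15 gene families (6 without M/R 11), and 82 transporters passed when adjusted over the list alone. DESeq2 called 31 decreased transporters from 20 families. Other genes of the intestinal epithelium were also lower in M/R. Over 14 such genes outside Supplementary Table 1, among them *EPCAM* and *CDH1*, the median log_2_ difference was -0.69, and 13 were lower (camera p = 1.8e-06, fry p = 0.0152). The mean of these genes in each library, centred per gene and called the epithelial score, was -0.40 ± 0.49 (SD, n = 12) in M/R and 0.28 ± 0.64 (SD, n = 12) in M/M (two-sided permutation test, p = 0.00846, adjusted p = 0.0254). Within isolation batches 1 to 4 the difference was -0.46, -1.25, -0.94 and -0.10. With this score as a covariate, edgeR called 0 genes in M/R (1538 at an unadjusted p under 0.05), a fit not run in DESeq2 or limma-voom. With any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12 left out it called 0 transporters without this covariate.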

In total, over 40 intestinal transporters from more than 20 gene families had reduced expression in turkey cecal tonsil, suggesting that intestinal uptake of nutrients, absorption of bile acids, and modulation of ion balance may be inhibited in the acute response to *S*. Reading. Further studies would be needed to investigate whether colonization by *S*. Reading causes detectable signs of pathology due to disruption of these intestinal functions in the turkey cecal tonsil.

**Figure 5:**
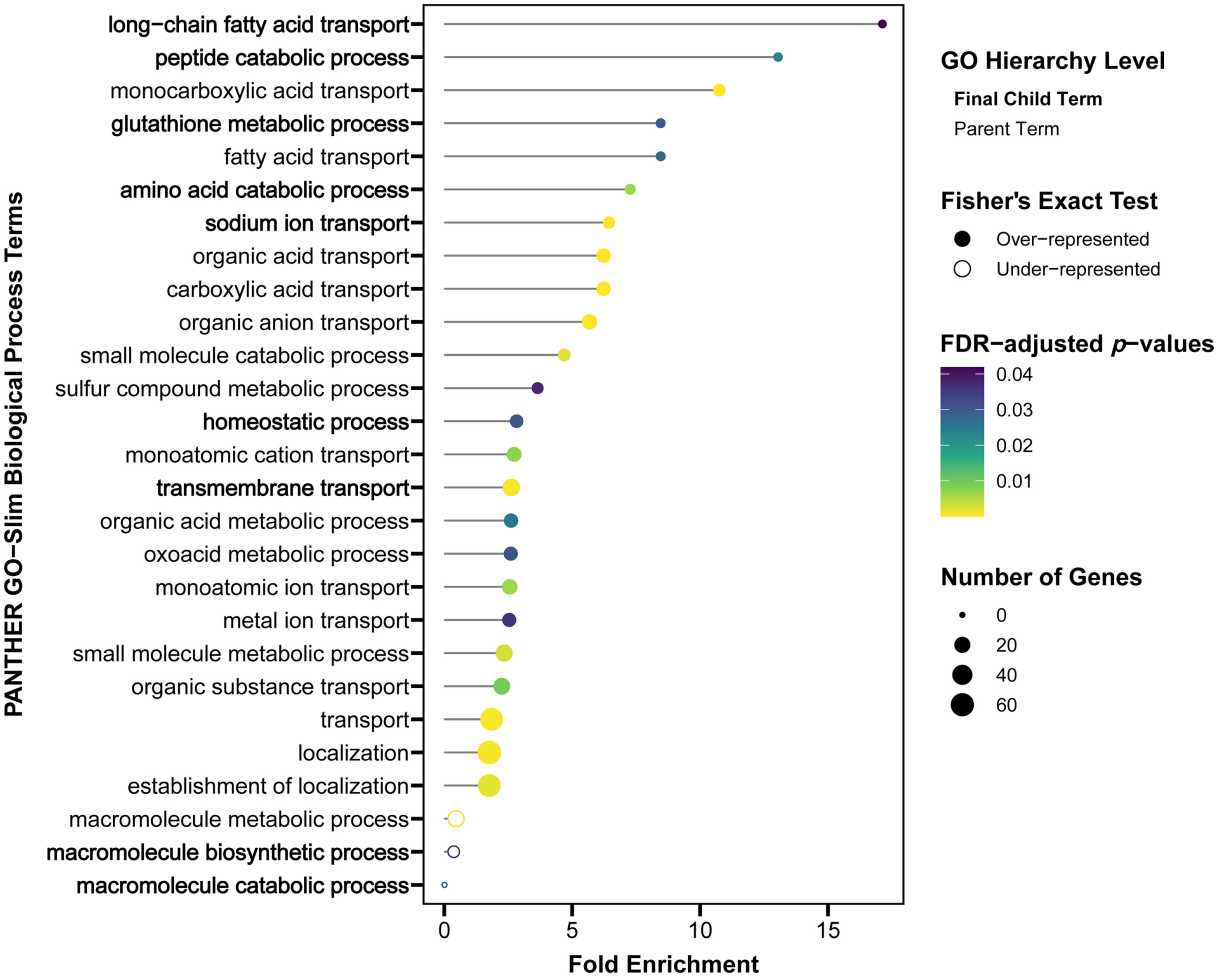
Transport and metabolic GO-Slim Biological Process terms were over-represented by the differentially expressed genes in the cecal tonsil of the M/R group compared to the M/M group at 2 DPI. Significantly over- or under-represented GO terms were based on a Fisher's Exact test and fold enrichments are shown, with significance indicated by color and the number of differentially expressed genes linked to the GO term represented by size. The most specific GO terms (final children of parent terms) are listed on the *y*-axis in bold. M/R, mock-vaccinated/*S*. Reading-challenged; M/M, mock-vaccinated/mock-challenged; DPI, days post-inoculation; GO, gene ontology.

Whether *Salmonella* colonization increases or decreases intestinal permeability in poultry has been inconsistent in previous studies. One study using *ex vivo* intestinal tissues observed that *S*. Enteritidis reduced permeability by electrophysical conductance measures (26). However, other research suggests that *Salmonella* negatively impacts the integrity of the intestinal barrier, which increases permeability and facilitates paracellular transport of the bacteria through the tight junctions between intestinal epithelial cells (35–37). In broilers, challenge with *S*. Typhimurium reduces gene expression of claudin 1 (*CLDN1*) and occludin (*OCLN*) in ileum (35) and *CLDN1*, claudin 4 (*CLDN4*) and *OCLN* in jejunum (36). Both studies also observed signs of intestinal injury due to *Salmonella* colonization, such as reduced villus height/crypt depth ratios. In the current study, challenge with *S*. 

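*GJB1*, on chromosome 9 from 765631 to 767417, was counted at 30.4 ± 24.9 CPM (SD, n = 12) in M/M and 8.98 ± 4.73 CPM in M/R, with a log_2_FC of -1.54 (SE 0.43, edgeR FDR 0.0327). The neighboring gene *LOC100551358*, from 763770 to 765533, had a log_2_FC of -1.35 (SE 0.40, FDR 0.0334). The log_2_FC was -1.23 for *CLDN5* (SE 0.40, FDR 0.0401), -1.11 for *TJP3* (SE 0.34, FDR 0.0370) and -1.07 for *LOC116216166*, matched to *OCLN* (SE 0.33, FDR 0.0370). All 5 genes were lower in M/R in each isolation batch. None was called by edgeR with any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12 left out, nor were *CLDN5* without M/M 3 or M/R 10 or 11 and *TJP3* and *LOC116216166* without M/R 10 or 11. *CLDN1* had a log_2_FC of -0.16 (SE 0.20, FDR 0.586). Of 31 tight and gap junction genes taken by symbol, 17 were lower in M/R, with a median difference in log_2_ CPM of -0.16, and 18 by the log_2_FC of edgeR, with a median of -0.08. The set was lower by camera (p = 0.00597, adjusted p = 0.00896), but not by fry (adjusted p = 0.0871) or with the estimated correlation (adjusted p = 0.211). Of these genes 4 were called by edgeR, and 9 passed when adjusted over the list alone. The member not named above was *CGN*, named after its values were seen (log_2_FC -1.06, FDR 0.0376). The number called was 1 without M/R 10 or 11 and 7 without M/M 11.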

Reading significantly decreased expression of seven tight junction-related genes, including gap junction protein beta 1 (*GJB1*), a gap junction alpha-3 protein-like gene (*LOC100551358*), claudin 5 (*CLDN5*), tight junction protein 3 (*TJP3*; also known as *ZO-3*) and *OCLN* (Figure 4; Supplementary Table 1). These genes have a positive role in the formation and maintenance of epithelial tight junctions and their decrease could facilitate *S*. Reading colonization of turkey intestinal tissues, like the cecal tonsil, and subsequent systemic dissemination.

Vaccination prior to *S*. 

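The 257 genes that edgeR called decreased in M/R had a median log_2_FC of -1.29 relative to M/M. In AME_OO_/R the median of these genes was -0.56, with the same sign for 256 genes and an FDR below 0.05 for 9. In BBS_OO_/R it was -0.64, with the same sign for 257 genes and an FDR below 0.05 for 0 (58 at an unadjusted p under 0.05). DESeq2 gave such an FDR in BBS_OO_/R to 0 of the 552 genes it called decreased in M/R, of which 106 had an unadjusted p under 0.05. After its filter on mean counts it gave any FDR to 9765 genes in BBS_OO_/R, against 17867 in M/R. Some of the 552 genes, *SCNN1B* among them, thus had no FDR in BBS_OO_/R and could not pass. With any 1 of the 48 birds left out, these medians lay between -1.50 and -1.19 in M/R, between -0.77 and -0.43 in AME_OO_/R and between -0.82 and -0.53 in BBS_OO_/R, although none of the genes was called without M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12. In isolation batches 1 to 4 the mean log_2_ difference of the 257 genes from M/M was 0.848, -1.441, -1.184 and -0.857 in AME_OO_/R. In BBS_OO_/R it was -0.328, -1.657, -0.565 and 0.355. The sign thus differed in batch 1 of AME_OO_/R and batch 4 of BBS_OO_/R. These comparisons share the M/M libraries. In 100 simulations of groups without an effect, the median over the genes most decreased in M/R was in AME_OO_/R 0.456 times that in M/R, against 0.544 times in the data by the same simplified fit. For BBS_OO_/R it was 0.443 times in the simulations and 0.428 times in the data. The 29 genes called increased in M/R had a median of 1.09, and of 0.81 in AME_OO_/R and 0.52 in BBS_OO_/R, with the same sign for 28 and 28. In the fits with 1 bird left out these lay between 0.97 and 1.17, 0.62 and 0.92, and 0.39 and 0.60. By the simplified fit, the medians over as many most increased genes were 0.548 and 0.467 times that in M/R, against 0.425 and 0.420 in the simulations.

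**Figure D3:**
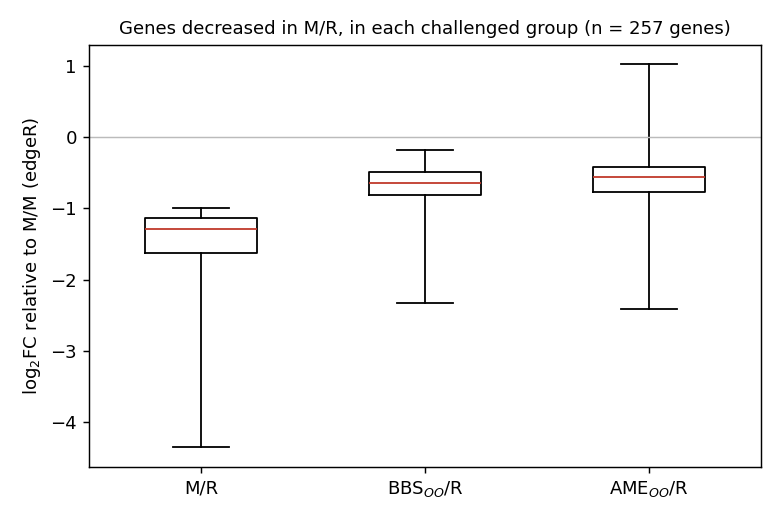
Log_2_FC relative to M/M (vertical axis) of the 257 genes decreased in M/R, in each challenged group (horizontal axis). Boxes give quartiles, red lines medians (-1.29, -0.64 and -0.56) and whiskers the full range.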

Reading challenge mitigated most of the expression changes induced by *Salmonella* in the M/R group. 

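In BBS_OO_/R compared to M/M, edgeR called 0 genes, with 2446 at an unadjusted p under 0.05 and a lowest FDR of 0.134. DESeq2 and limma-voom called 0 and 0 genes, and 51 genes below the fold change threshold had an FDR below 0.05 in DESeq2. Without M/M 12, edgeR called 2 genes, *CREB5* and *EOMES*, named after their values were seen.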

No genes had significant differential expression in the BBS_OO_/R group compared to the M/M group. In the AME_OO_/R group, 9 genes were significantly increased and 39 decreased in comparison to the M/M group, of which three genes had a log_2_FC ≤ −3.0 (iodothyronine deiodinase 3 (*DIO3*), lysozyme (*LYZ*), and *LY6CLEL*) (Figure 4; Supplementary Table 1). 

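In AME_OO_/R compared to M/M, edgeR called 46 genes, 8 increased and 38 decreased. Without the fold change threshold 1126 genes passed, of which 866 were increased. With 1 bird left out, the count was 24 without AME_OO_/R 11, 26 without M/M 8, 70 without M/M 10, 71 without M/M 12 and 92 without AME_OO_/R 2. *DIO3*, on chromosome 5 from 48521960 to 48523140, was counted at 2.46 ± 2.68 CPM (SD, n = 12) in M/M and 0.214 ± 0.382 CPM in AME_OO_/R (log_2_FC -3.60, SE 0.80, edgeR FDR 0.00794). *LYZ*, on chromosome 1 from 34890259 to 34893996, was counted at 473 ± 663 CPM in M/M and 59.0 ± 100.3 CPM in AME_OO_/R (log_2_FC -3.06, SE 0.85, FDR 0.0260). M/M 3 alone had 2425 CPM of *LYZ*. *LYZ* was not called without M/M 3 or 8 or AME_OO_/R 11, whereas *DIO3* and *LOC100541044* (*LY6CLEL*) were called in each of these fits. *LOC100541044* had a log_2_FC of -2.97 (SE 0.78, FDR 0.0199). In isolation batches 1 to 4 the log_2_ difference was -4.42, -1.30, -1.21 and -5.16 for *DIO3*, -5.67, -1.42, -0.52 and -3.83 for *LYZ* and -5.16, -1.04, -0.35 and -3.93 for *LOC100541044*. The called genes with a log_2_FC of -3 or below were *DIO3*, *LYZ*, *TYR* and *LOC109364086*, and their number was 7 without M/M 4, 5 or 7 and 9 without AME_OO_/R 1. With all birds it was 3 in DESeq2 (*DIO3*, *LOC100541044* and *LYZ*), 2 in limma-voom (*DIO3* and *TYR*) and 7 in edgeR without the filter on low counts. It was 8 with the epithelial score as a covariate, *LOC100541044* among them, and 0 with only the 2 groups compared.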

Beyond *LYZ* and *LY6CLEL*, a few additional immune-related cytokines, receptors, and regulatory genes had significantly reduced expression in turkey cecal tonsil after challenge in the AME_OO_/R group (Supplementary Table 1), but no GO-Slim terms were over-represented in the AME_OO_/R group. 

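*GPNMB* had a log_2_FC of -2.91 in AME_OO_/R (SE 0.88, edgeR FDR 0.0394) and was not called without M/M 2, 3, 6 or 8 or AME_OO_/R 3, 4, 5, 7, 8, 9, 10, 11 or 12. *LOC100542515*, matched to *TLR15*, had a log_2_FC of -2.07 (SE 0.62, FDR 0.0385) and was not called without M/M 3 or 8 or AME_OO_/R 3, 4, 8, 9, 10 or 11. *IL18BP* had a log_2_FC of -1.91 (SE 0.55, FDR 0.0321) and was not called without M/M 3 or 8 or AME_OO_/R 4, 10 or 11. *CSF3* had a log_2_FC of -1.96 (SE 0.63), was called by DESeq2 (FDR 0.0101), and by edgeR, of the fits with 1 bird left out, in those without M/M 7, 10 or 12, M/R 1 or 6, BBS_OO_/R 3 or 5 or AME_OO_/R 1 or 2. Members of the inflammatory list called in AME_OO_/R, named after their values were seen, were *IL17C* (log_2_FC -1.37, SE 0.39, FDR 0.0270) and *IL1R2* (-1.32, SE 0.40, FDR 0.0387). They were not called without M/M 1, 8 or 9 or AME_OO_/R 10 or 11 for *IL17C* and M/M 1, 3, 8 or 9 or AME_OO_/R 3, 4, 6, 10 or 11 for *IL1R2*. The mean log_2_ difference of the 38 decreased genes in isolation batches 1 to 4 was -2.44, -1.00, -0.83 and -2.31, but they were called in a fit of the same birds.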

Only 11 differentially expressed genes were shared between the M/R and AME_OO_/R comparisons to M/M, including decreased expression of an amine sulfotransferase-like gene (*LOC104909824*), *LY6CLEL*, osteoclast stimulatory transmembrane protein (*OCSTAMP*), solute carrier family 37 member 2 (*SLC37A2*) and *CLDN5*. 

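In both comparisons edgeR called 9 genes, each with the same sign, which were *CLDN5*, *CPNE7*, *ESPNL*, *F7*, *LOC100545478*, *LOC100551225*, *LOC104916909*, *RRM2* and *SLC13A3*. DESeq2 called 12, among them *LOC104909824*, *LOC100541044* (*LY6CLEL*), *OCSTAMP*, *SLC37A2* and *CLDN5*. In edgeR, *LOC104909824* and *SLC37A2* were called in M/R alone, and *LOC100541044* and *OCSTAMP* in AME_OO_/R alone. *OCSTAMP* had a log_2_FC of -1.79 in M/R (FDR 0.0855) and -2.89 in AME_OO_/R (FDR 0.0309). Both comparisons use the same M/M libraries, so some genes are shared without an effect. Among the 286 and 46 most significant genes of simulated groups without an effect, 7 at the median had the same sign in both (95% of simulations between 0 and 23.5), against 2 in the data by the same simplified ranking. With any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12 left out, 0 genes were shared. With 1 other bird left out, the shared genes were 4 without AME_OO_/R 10 or 11, 5 without M/R 11, 23 without M/M 10, 24 without M/M 12, 26 without M/M 11 and 29 without AME_OO_/R 2.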

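The vaccinated groups were also compared directly to M/R. In BBS_OO_/R compared to M/R, edgeR called 0 genes (2133 at an unadjusted p under 0.05, lowest FDR 0.335), DESeq2 4 (*EVX2*, *LOC104910050*, *LOC104910579* and *LOC104915373*) and limma-voom 0. Of these, *EVX2*, *LOC104910050* and *LOC104915373* were counted in 1 bird of M/R (7 counts) and in 2 and 1 birds of BBS_OO_/R (12 and 21 counts), with 0 counts in the other group, and did not pass the filter of edgeR. *LOC104910579* had a log_2_FC of -1.30 (FDR 0.0477) in DESeq2. In AME_OO_/R compared to M/R, edgeR called 0 genes (2863 at an unadjusted p under 0.05, lowest FDR 0.251), DESeq2 5 (*LOC100549764*, *LOC104916899*, *LOC116217743*, *NRN1L* and *SERPINB14*) and limma-voom 0. These genes were named after their values were seen. For the genes decreased in M/R, the median log_2_ difference from M/R was 0.71 in BBS_OO_/R and 0.77 in AME_OO_/R, and for those increased it was -0.58 and -0.42. The mean of the decreased genes per bird was higher than in M/R in BBS_OO_/R (two-sided permutation test, p = 0.01004, and 0.0251 after adjustment over 5 comparisons). In AME_OO_/R it did not differ from M/R beyond the spread between birds (p = 0.0973, adjusted p = 0.162). The decreased genes were chosen for low values in M/R, which favors such a difference.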

Overall, the majority of differential expression in the M/R group was not observed if the birds were vaccinated prior to the challenge. 

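*CLDN5* was counted at 27.5 ± 19.8 CPM (SD, n = 12) in M/M, 22.7 ± 20.3 CPM in BBS_OO_/R and 6.85 ± 4.88 CPM in AME_OO_/R. Its log_2_FC in AME_OO_/R was -1.995 (SE 0.42, edgeR FDR 0.00670), and it was called in each of the 24 fits with 1 bird left out. The transporter that edgeR called lower in both M/R and AME_OO_/R was *SLC13A3*, with a log_2_FC of -1.45 in M/R (FDR 0.0379) and -1.89 in AME_OO_/R (FDR 0.0192). It was named after its values were seen, and in M/R it was not called without M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8, 11 or 12. *SLC37A2* was counted at 510.2 ± 591 CPM in M/M, 76.7 ± 61.7 CPM in M/R and 118 ± 147 CPM in AME_OO_/R. In AME_OO_/R it had a log_2_FC of -2.14 (SE 0.71), was called by DESeq2 (FDR 0.0106), and by edgeR, of the fits with 1 bird left out, in those without M/M 10, 11 or 12, M/R 1 or AME_OO_/R 2, 6 or 12.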

Only *CLDN5*, a tight-junction related gene, and two solute transporters remained significantly lower in the AME_OO_/R group; this could be indicative of a decreased impact of *Salmonella* on intestinal health and barrier functions and may contribute to the lower colonization of *S*. Reading observed in the vaccinated birds (Figure 2).

## 4 Conclusions

Reducing *Salmonella* load and prevalence through cross-protective vaccination strategies would benefit the turkey industry and could reduce the risk of human foodborne illnesses. This study evaluated two live-attenuated vaccines against subsequent challenge with an outbreak-associated strain of *S*. Reading. Both the internally developed and the commercial vaccine were cross-protective and able to reduce colonization (cecal contents and cecal tonsil) and dissemination (spleen) of *S*. Reading in turkeys. *S*. Reading challenge also decreased gene expression of intestinal transporters and tight junction proteins in turkey cecal tonsil at 2 DPI. Reduced expression of these genes could reflect an acute disruption of intestinal health and barrier functions, which could play a role in allowing colonization by *S*. Reading. Most of the expression changes seen in cecal tonsil of unvaccinated birds were not observed in the poults vaccinated prior to *S*. Reading challenge, suggesting that vaccination may improve the bird's ability to maintain normal intestinal functions and impede colonization of *S*. Reading. Both vaccines in this study were cross-protective against *S*. Reading and could be used as interventions against colonization of this serovar in turkeys.

## Data Availability

The mRNA-seq datasets generated for this study can be found in the NCBI SRA database under BioProject accession number: PRJNA1189541. Raw read counts generated through analysis of the datasets are also available in the NCBI GEO database under accession number: GSE283163. All scripts used for analysis and figure generation are available at https://github.com/msmonson/SReading_CT_RNA-seq.git. *Salmonella* colonization data are available from the corresponding author upon reasonable request.

# Supplementary material for: Evaluating two live-attenuated vaccines against Salmonella enterica serovar Reading in turkeys: reduced tissue colonization and cecal tonsil transcriptome responses
**Source:** Front Vet Sci. 2024 Dec 19;11:1502303. doi: 10.3389/fvets.2024.1502303
**Supplement:** Supplementary file 1

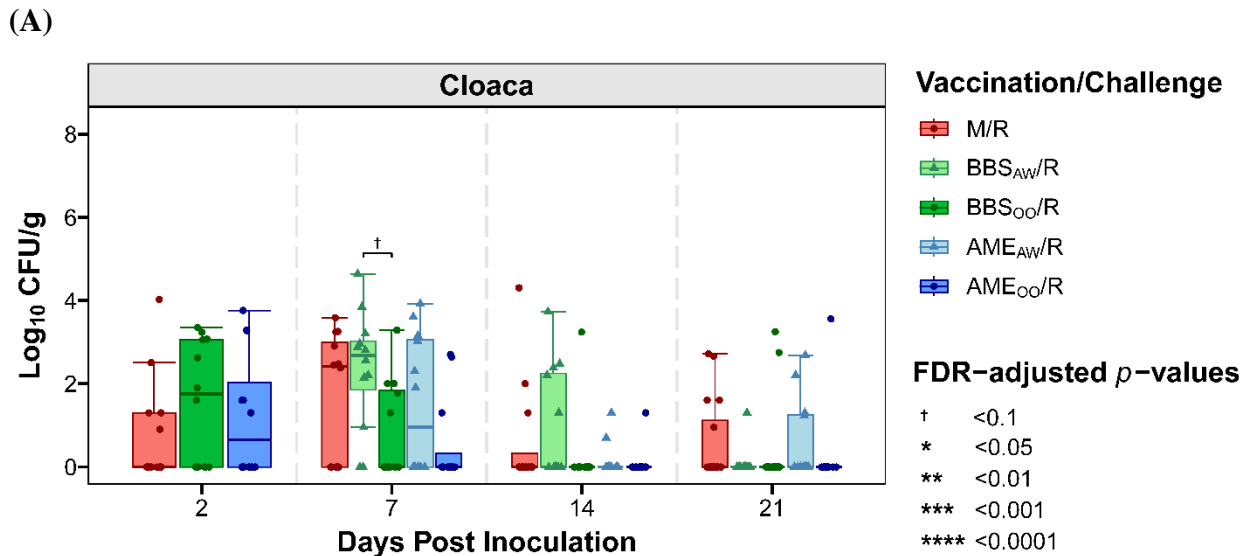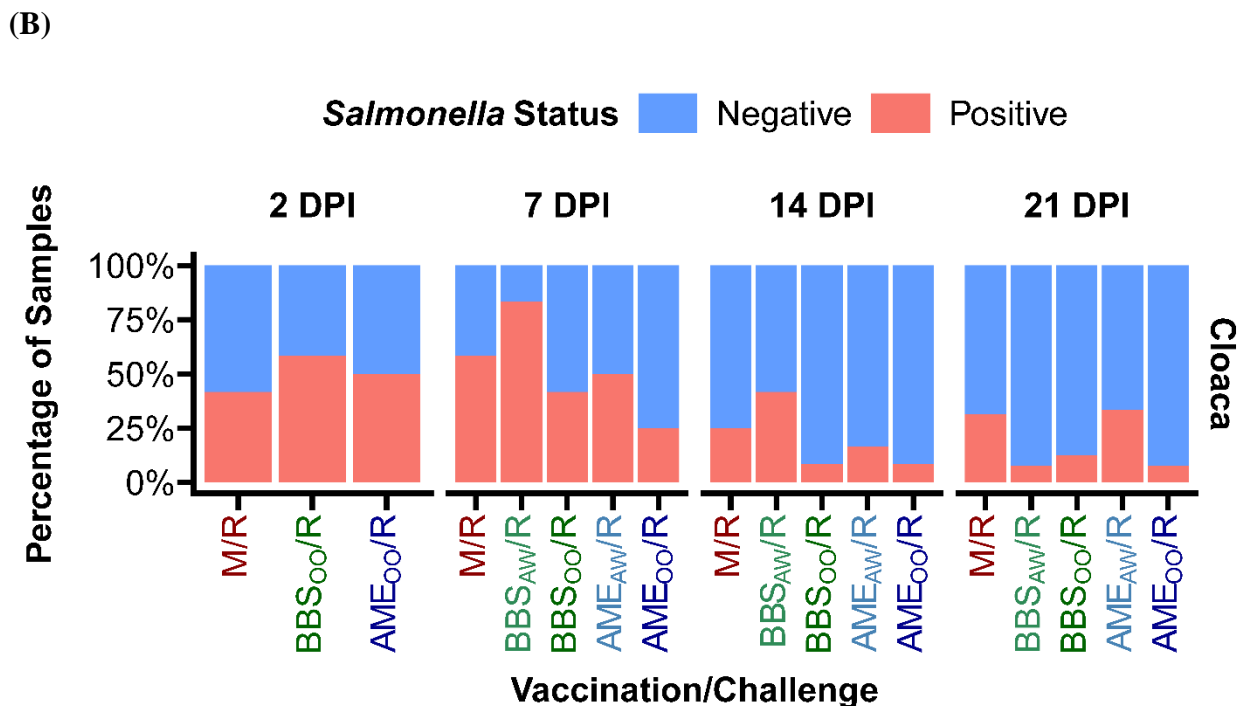

**Supplementary Figure 1.** Colonization and prevalence of *S. Reading* in turkey cloaca were not impacted by vaccination. At 1-day and 3-weeks of age, poult were administered PBS (M/R), BBS 866 by oral gavage (BBS<sub>Oo</sub>/R), BBS 866 by aerosol and water (BBS<sub>Aw</sub>/R), AviPro® Megan® Egg by oral gavage (AME<sub>Oo</sub>/R), or AviPro® Megan® Egg by aerosol and water (AME<sub>Aw</sub>/R). Poult were inoculated at 7-weeks of age with *S. Reading* (SX 446). **(A)** Colonization by *S. Reading*. Colony forming units (CFU) of *Salmonella* were measured in a gram of tissue ( $n = 12-16/\text{group}$ ) collected at 2, 7, 14, or 21 days post-inoculation (DPI) and are shown log<sub>10</sub> transformed. Statistical significance was assessed with pairwise Dunn's tests (FDR < 0.05). **(B)** Prevalence of *S. Reading*. Proportion of *Salmonella* positive samples in each group ( $n = 12-16/\text{group}$ ) at 2-, 7-, 14-, or 21-DPI were determined by quantitative and qualitative bacteriology and compared using pairwise Fisher's Exact tests.

# Supplementary material for: Evaluating two live-attenuated vaccines against Salmonella enterica serovar Reading in turkeys: reduced tissue colonization and cecal tonsil transcriptome responses
**Source:** Front Vet Sci. 2024 Dec 19;11:1502303. doi: 10.3389/fvets.2024.1502303
**Supplement:** Supplementary file 2

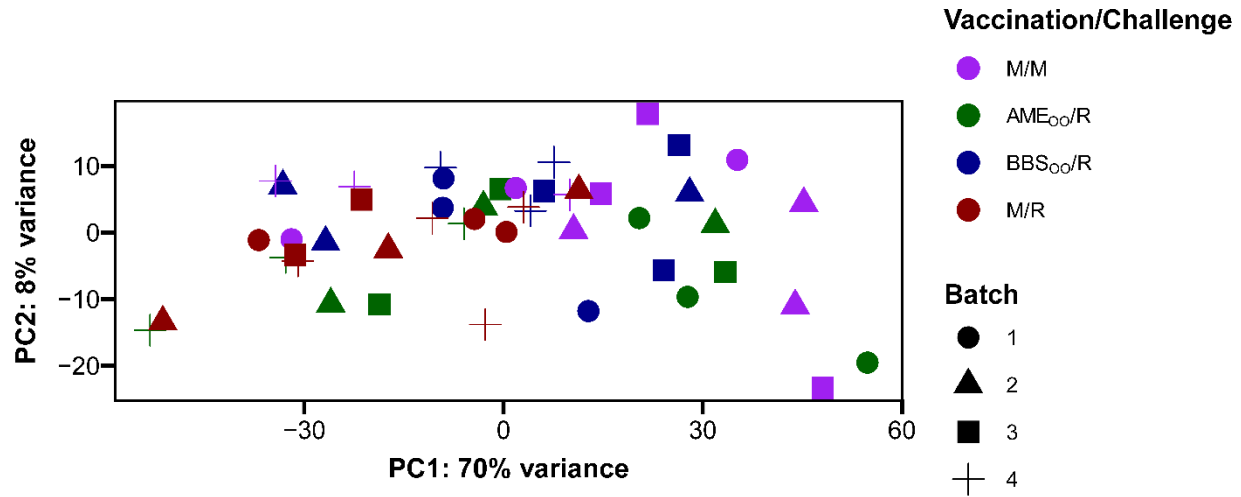

**Supplementary Figure 2.** Cecal tonsil transcriptomic datasets from 2 DPI variable outside of vaccination/challenge group and isolation batch. Principal components (PCs) were calculated using variance stabilized read counts for the 500 most variable genes. Datasets are shown according to group (color) and isolation batch (shape). M/M = mock-vaccinated/mock-challenged; M/R = mock-vaccinated/*S. Reading*-challenged; AME<sub>00</sub>/R = AviPro® Megan® Egg-vaccinated via oral gavage/*S. Reading*-challenged; BBS<sub>00</sub>/R = BBS 866-vaccinated via oral gavage/*S. Reading*-challenged; DPI = days post-inoculation.

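The first and second components held 66.2% and 7.7% of the variance of these genes. Groups accounted for 14.2% of the variance of the first component and isolation batches for 11%, while 85.8% lay within groups. With all genes the first component held 44% and the adjusted p of M/R against M/M was 0.0235, and with log_2_ CPM it held 56.6% and this p was 0.0457. Over all 48 birds the score on the first component was related to the epithelial score (Pearson's r = 0.948, Spearman's rho = 0.940, permutation p = 1e-05 for both, the smallest the permutations can give). Without the 2 birds farthest from the median epithelial score, r was 0.937. Within groups r was 0.946 in M/M, 0.850 in M/R, 0.965 in BBS_OO_/R and 0.963 in AME_OO_/R. Within isolation batches 1 to 4 it was 0.952, 0.980, 0.926 and 0.873. Of the 18 correlations of this family the largest adjusted p was 0.000570.

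**Figure D4:**
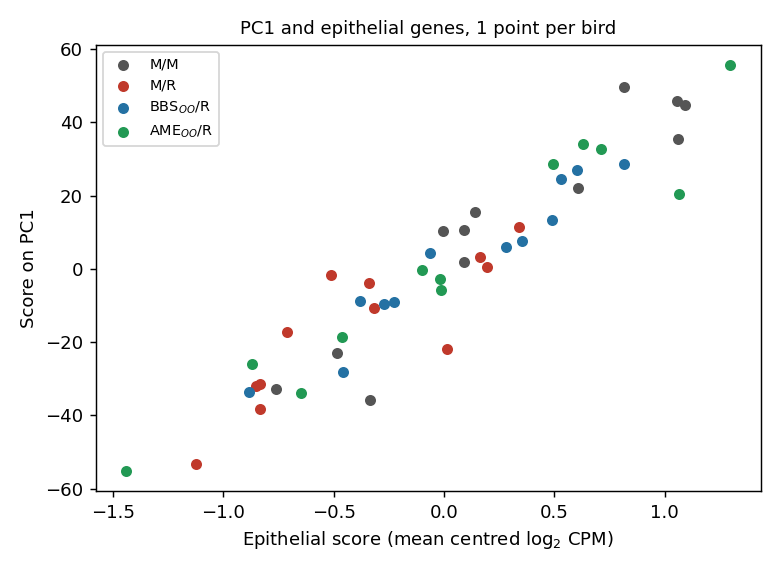
Score on the first principal component (vertical axis, no unit) against the epithelial score, the mean centred log_2_ CPM of epithelial genes (horizontal axis). Each point is 1 of 48 birds, colored by group, with r = 0.948 over all birds.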

# Supplementary material for: Evaluating two live-attenuated vaccines against Salmonella enterica serovar Reading in turkeys: reduced tissue colonization and cecal tonsil transcriptome responses
**Source:** Front Vet Sci. 2024 Dec 19;11:1502303. doi: 10.3389/fvets.2024.1502303
**Supplement:** Supplementary file 3

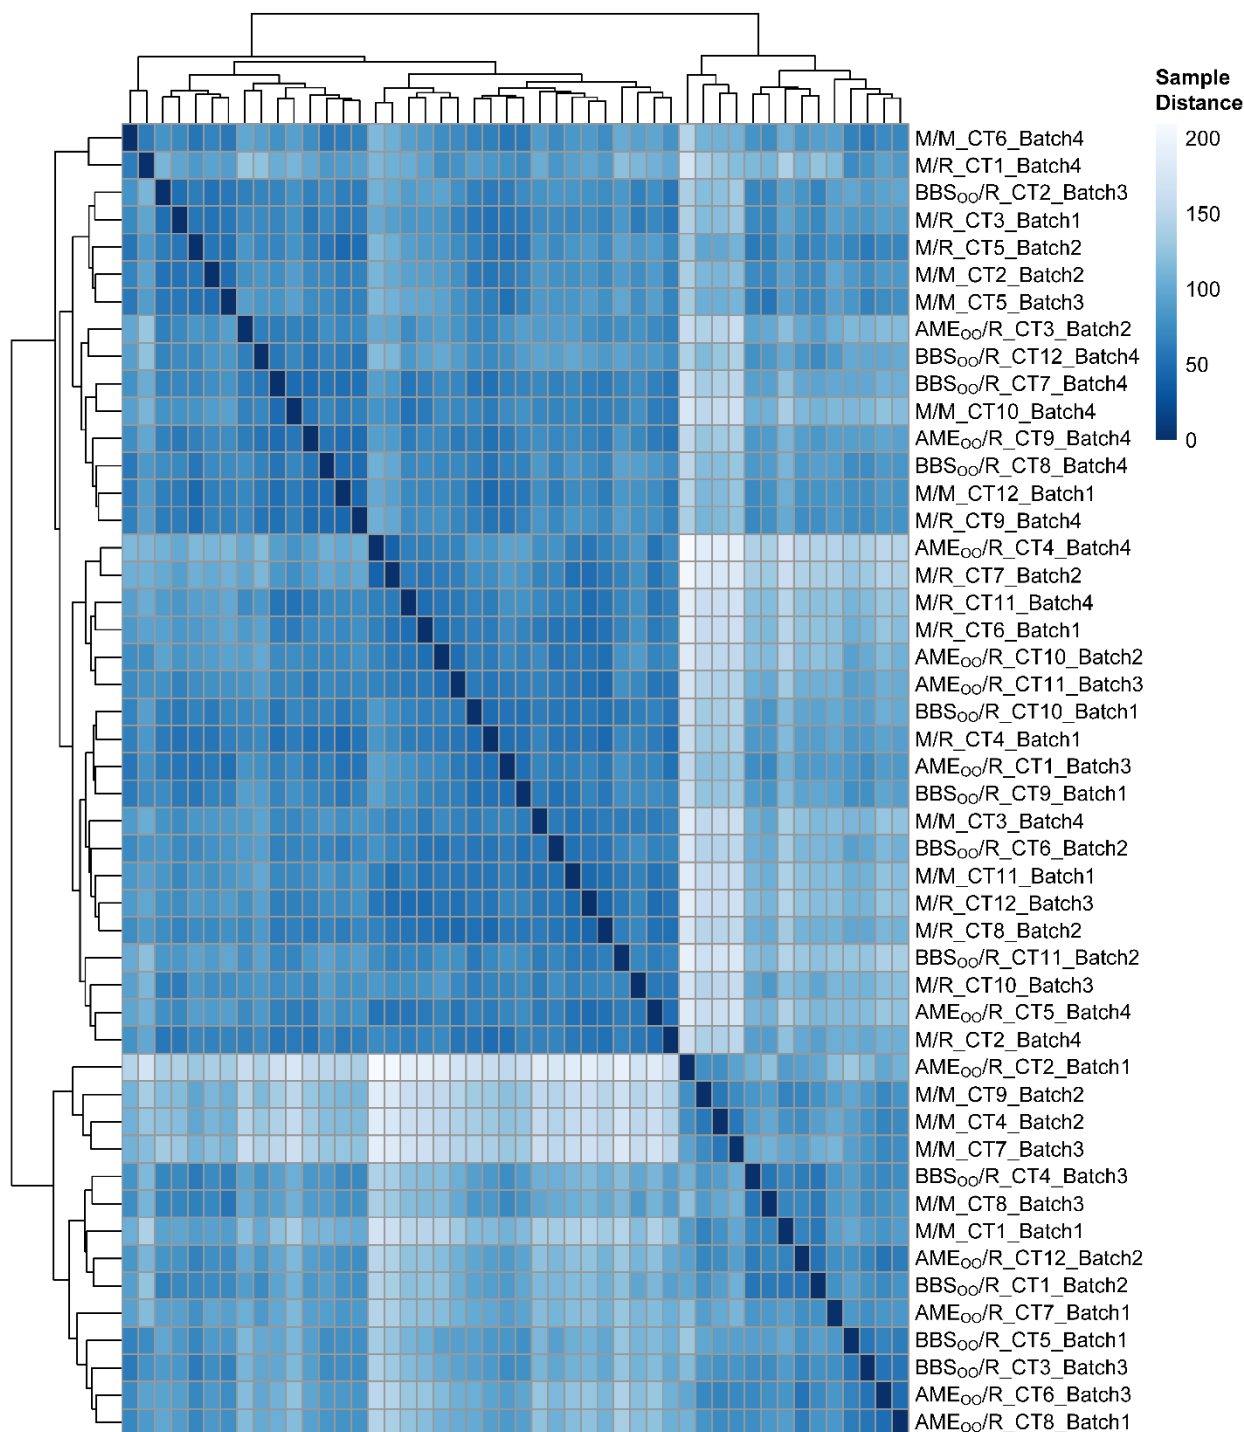

**Supplementary Figure 3.** Sample to sample distance matrix revealed differences between cecal tonsil transcriptomic datasets from 2 DPI with *S. Reading*. Euclidean distances were calculated using variance stabilized read counts for each sample. Samples are shown in the same order in the rows and columns; rows are labeled by vaccination/challenge group, tissue number (CT#), and isolation batch (1-4). M/M = mock-vaccinated/mock-challenged; M/R = mock-vaccinated/*S. Reading*-challenged; AME<sub>oo</sub>/R = AviPro® Megan® Egg-vaccinated via oral gavage/*S. Reading*-challenged; BBS<sub>oo</sub>/R = BBS 866-vaccinated via oral gavage/*S. Reading*-challenged; DPI = days post-inoculation.

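The median distance between birds was 109.7 within M/M, 85.3 within M/R, 96.9 within BBS_OO_/R and 110.3 within AME_OO_/R. From M/M birds it was 100.9 to M/R birds, 100.6 to BBS_OO_/R birds and 106.4 to AME_OO_/R birds. The largest distance, 228.4, was within AME_OO_/R. At a distance of 150 or more, M/M 7 was far from 21 challenged birds, M/M 4 from 16, M/M 9 from 15 and M/M 1 from 10, and each of the other 8 M/M birds from 1.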

How the deposited data were processed for this re-analysis (not part of the article)

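Gene expression was measured by RNA-seq in the cecal tonsil of 48 turkeys at 2 DPI, 12 birds in each of the M/M, M/R, BBS_OO_/R and AME_OO_/R groups. Birds were vaccinated or mock-vaccinated at day 1 and week 3 of age and challenged or mock-challenged at 7 weeks. M/M and M/R were mock-vaccinated, and M/M was mock-challenged. The counts deposited are numbers of reads per gene, which the authors made by trimming reads with Trimmomatic, mapping them to the turkey genome (version 5.1) with STAR, counting reads that mapped uniquely to 1 gene with HTSeq and adding up the sequencing lanes of each library. The values are whole numbers, and no normalization was found in them. Group and isolation batch were taken from the study's sample records. Per library the counts summed to between 31108142 and 89106877, and the 10 most counted genes held between 5.5% and 9.03% of them.

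Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was the quasi-likelihood test of edgeR with TMM normalization, filterByExpr by group and a model of isolation batch and group over all 48 libraries, followed by Benjamini-Hochberg adjustment over the genes tested. A gene was called at an FDR below 0.05 and a |log_2_FC| of at least 1, the thresholds of the paper. M/R, BBS_OO_/R and AME_OO_/R were each compared to M/M, and the vaccinated groups were also compared to M/R. The SE of a log_2_FC is its size divided by the square root of its F statistic. Log_2_ CPM values used a prior count of 2. Differences in mean scores were tested by two-sided permutation of birds, for which the smallest possible p was 1e-05. Principal components were taken from the 500 most variable genes after the variance stabilization of DESeq2, and distances from all genes. Sets of genes were tested with camera (correlation between genes set to 0.01) and with fry, both of limma. Camera tests a set relative to the other genes, and fry tests whether the genes of the set itself change.

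Transporters, tight junction genes and inflammatory genes were taken by symbol. Lists of marker genes were written for epithelium, B cells, T cells, macrophages, smooth muscle and cell division, and a second epithelial list left out the genes in the paper's Supplementary Table 1. The epithelial score of a library is the mean centred log_2_ CPM of that second list. The genes named in the text are those that section 3.3 of the paper names or Figure 4 lists, and the 10 called genes with the largest |log_2_FC| in each comparison. The values in the paper's tables had been seen when this rule was written. The tests, the gene lists, this rule and the alternatives were set before the data were examined, apart from those that the parts below name as chosen later.

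The alternatives were DESeq2 and limma-voom in place of edgeR, median-ratio size factors, no filter on low counts, no batch term, the replicate number as a block, only the 2 groups compared, a robust fit, no fold change threshold, the epithelial score as a covariate, and each bird left out in turn. Sets were also tested with fry and with a correlation estimated from the data. Other rules were tried for principal components, distances and expressed genes. Each comparison was repeated on 100 splits of its birds into groups of the same sizes, the real one included.

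The tests were checked on simulated counts for 12 birds per group. With 200 genes changed by 2 on the log_2_ scale, edgeR called 100% of them with 2 calls of unchanged genes, limma-voom 99% of them with 5 calls of unchanged genes and DESeq2 100% of them with 10 calls of unchanged genes. In a group without changed genes each tool called 0 genes. The simulated birds lack the variation along a common axis that the real birds show, so these rates need not hold for the real data. Counts of 24 unnamed genes were left out because they match no symbol. The PANTHER terms and bacterial counts of the study were not used here.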

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

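Chosen only after the results were seen were the tests of the cell division genes against the B cell and epithelial scores, of the B cell genes against the epithelial score, of the transporter list by fry against isolation batch and with the epithelial score, of the slopes on this score within the M/M birds, and of the 38 genes decreased in AME_OO_/R with and within isolation batches and for their correlation, and the fits without birds of the groups not compared.

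The first result concerns genes whose change in edgeR was smaller than 2-fold, the paper's threshold for a called gene. Most are not in the paper's list of 578 genes for M/R. Some are, since 289 of those 578 genes had an FDR below 0.05 in edgeR and 271 were called. In M/R compared to M/M, 2029 genes had an FDR below 0.05 in edgeR and a |log_2_FC| below 1. Of these, 1355 (66.8%) were higher in M/R, with a median log_2_FC of 0.37, and 674 were lower, with a median of -0.59. DESeq2 gave 3179 such genes, 1724 of them higher. The share higher depends on the method. Among genes of any fold change with an FDR below 0.05 it was 59.8% in edgeR, 52.8% with median-ratio size factors, 46.7% in DESeq2, 61.3% in limma-voom and 43.4% without the batch term. The number under 2-fold depends on single birds, being 0 without any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12 (between 5060 and 6141 genes at an unadjusted p under 0.05), and 743 without M/R 11, 926 without M/R 10, 3214 without M/R 1, 3235 without M/M 10, 3392 without M/R 9, 3441 without M/M 12 and 4377 without M/M 11.

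Several technical explanations were weighed for this difference and for the lower expression of transporters in M/R. Library size is argued against, since total counts did not differ (p = 0.567). Isolation batch is argued against as the whole cause for transporters, since with batch in the model the list taken by symbol was still lower in M/R by fry (adjusted p = 0.00940). How far the difference depends on batch stays open. The mean of the genes called lower was lower in M/R in 4 of 4 batches, by -0.86, -2.20, -2.17 and -0.20 on the log_2_ scale, but these genes were called in a fit of the same birds, so this excludes nothing, and the score on the first principal component had the other sign in batch 4 (5.94). For the 286 called genes, 2 of 100 splits of the same birds, the real one included, called as many, the other one 535. This share is under 0.05, but chance assignment of birds is not excluded. The share was not adjusted over the 5 comparisons, and the splits were drawn without regard to isolation batch. The count itself depends on single birds, as given above. A smaller share of epithelial tissue in the M/R libraries may explain much of the difference. General epithelial genes outside the paper's called genes had a median log_2_ difference of -0.69 and were lower for 13 of 14 genes, and with their score as a covariate edgeR called 0 genes (1538 at an unadjusted p under 0.05), a fit not run in the other tools. Genes called lower had a positive slope on this score within the M/M birds alone for 254 of 257 genes. Over all genes, this slope and the log_2_ difference between M/R and M/M were related at r = -0.90, but the M/M birds enter both and genes are not independent of each other.

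Whether this share is the whole cause stays open. With the epithelial score as a covariate, the transporter list was no longer lower by fry (adjusted p = 0.461), with 155 of 251 genes lower and a median log_2_ difference of -0.04, while camera still found it lower (adjusted p = 0.00123). Over the alternatives for this list the adjusted p lay between 5.8e-06 and 0.461. A change of expression within epithelial cells and a smaller share of them cannot be told apart by the fry test, because both lower the same genes. A smaller share may itself come from the piece of tissue that was sampled or from the challenge. Each group was housed in its own room, so an effect of challenge, which is biological, stays open and was not tested apart from room or sampling.

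Cell division genes, which the paper does not discuss as a group, were higher in each challenged group than in M/M. The list holds 15 genes, 14 of which were expressed enough to be tested, and each of these was higher in M/R, AME_OO_/R and BBS_OO_/R. These directions hold with median-ratio size factors and in DESeq2. *RRM2* is the member that the study also called. The most abundant were *MKI67* (161 CPM in M/M and 294 in M/R) and *TOP2A* (114 CPM in M/M and 204 in M/R). The mean centred log_2_ CPM was 0.40 in M/R, 0.17 in AME_OO_/R, 0.04 in BBS_OO_/R and -0.61 in M/M. With isolation batch in a linear model the difference was 0.96 in M/R (SE 0.26, permutation p of the means without this model, adjusted over 9 tests, 0.00936, 12 of 12 birds above the M/M median). It was 0.78 in AME_OO_/R (adjusted p = 0.0614, 10 of 12 birds) and 0.65 in BBS_OO_/R (adjusted p = 0.0614, 11 of 12 birds), so the permutation test held for M/R alone, while the linear model gave adjusted p = 0.00654, 0.0196 and 0.0410. The groups were not tested against each other. In isolation batches 1 to 4 the difference of means was 0.68, 1.80, 1.45 and 0.12 in M/R, -0.27, 1.82, 1.28 and 0.30 in AME_OO_/R and 0.53, 1.50, 0.62 and -0.05 in BBS_OO_/R, with the other sign in batch 1 of AME_OO_/R and batch 4 of BBS_OO_/R. When 1 bird at a time was left out, the difference in the linear model lay between 0.85 and 1.06 in M/R, 0.67 and 0.94 in AME_OO_/R and 0.53 and 0.75 in BBS_OO_/R. The score was -1.45, -1.79, -1.59 and -1.87 in M/M 1, 4, 7 and 9, and between -0.81 and 0.62 in each other M/M bird. Leaving out 1 bird does not show how far the difference rests on these birds together.

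A larger share of B cells could raise these genes, since cells in follicles divide. With the B cell score in the linear model, the difference was 0.30 in M/R (adjusted p = 0.0536), 0.43 in AME_OO_/R (adjusted p = 0.00654) and 0.27 in BBS_OO_/R (adjusted p = 0.0570). The SEs were 0.13, 0.12 and 0.12, so these differences overlap and do not show that the groups differ. In AME_OO_/R a larger share of B cells is argued against as the whole cause only as far as this score measures it. There the difference without the B cell score did not pass the permutation test. In M/R and BBS_OO_/R a larger share cannot be told apart from more division, since the adjusted p stays just above 0.05. With the epithelial score in the model the difference was 0.43, 0.59 and 0.47 (adjusted p = 0.0348, 0.00654 and 0.0196), so the share of epithelial tissue is argued against as the whole cause as far as this score measures it. More cell division after challenge, and a difference between rooms, stay open and were not tested.

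B cell genes were also higher in M/R than in M/M, which the paper does not report. Of 13 listed genes 11 were tested, all higher in M/R with either scaling, and none is in the epithelial list. The most abundant were *PAX5* (184 CPM in M/M and 352 in M/R) and *BCL6* (114 CPM in M/M and 174 in M/R). The mean centred log_2_ CPM was 0.64 in M/R and -0.66 in M/M. With isolation batch in a linear model the difference was 1.23 (SE 0.43, permutation p of the means without this model, adjusted over 9 tests, 0.0256, 10 of 12 birds above the M/M median), and by batch the means differed by 0.73, 2.35, 2.12 and 0.06. Leaving out 1 bird kept the difference in the linear model between 0.99 and 1.39. This does not show how far it rests on a few birds together. The score was -1.44, -2.65, -3.55 and -2.64 in M/M 1, 4, 7 and 9. It lay between -0.53 and 0.84 in each other M/M bird and between -0.14 and 1.24 in M/R. In AME_OO_/R the difference in the linear model was 0.65 (adjusted permutation p = 0.307, 7 of 12 birds, 0.38 without M/M 7) and in BBS_OO_/R 0.70 (adjusted p = 0.205, 7 of 12 birds, 0.44 without M/M 7), and a difference between the groups was not tested. By batch the means differed by -1.57, 2.21, 1.53 and 0.43 in AME_OO_/R and 0.01, 1.94, 0.96 and -0.12 in BBS_OO_/R. By the log_2_FC of edgeR the median of the B cell genes was smaller, at 0.854 in M/R, 0.438 in AME_OO_/R and 0.315 in BBS_OO_/R. With the epithelial score in the model, the difference in M/R was 0.36 (adjusted p = 0.246), so it may follow from the smaller share of epithelial tissue, for which the median of epithelial genes was -0.69. Library size is argued against as above (p = 0.567). A gain of B cells after challenge stays open and was not tested.

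In AME_OO_/R compared to M/M, edgeR called 13 genes that the paper's Supplementary Table 1 does not list for AME_OO_/R, all lower in AME_OO_/R. They are *ESPNL*, *LOC104911107*, *LOC104911529*, *LOC104916909*, *LOC109364086*, *LOC116216896*, *LOC116217635*, *RAB38*, *SLC13A3*, *STRA8*, *TRPV4*, *TSPAN10* and *TYR*, of which *TYR*, *LOC109364086* and *LOC104911107* fall under the rule for named genes and the others are named after their values were seen. Of the 13, *ESPNL*, *LOC104911529*, *LOC104916909* and *SLC13A3* are listed there for M/R. The log_2_FC of the 13 lay between -3.72 and -1.07 and their FDR between 0.00670 and 0.0489. With 1 bird fewer some calls were lost, *ESPNL* without M/M 1, 2, 4, 7 or 9 or AME_OO_/R 1, 3, 5, 7, 9, 10 or 11, *LOC116216896* without M/M 1, 3 or 8 or AME_OO_/R 3, 4, 8, 10 or 11, *TRPV4* without M/M 1, 2, 3, 6 or 8, M/R 2, 7, 9 or 11, BBS_OO_/R 1, 4, 6, 10, 11 or 12 or AME_OO_/R 2, 4, 5, 6, 7, 9, 10, 11 or 12 and *TSPAN10* without M/M 3 or 8 or AME_OO_/R 4 or 11. The number of such genes was 20 without AME_OO_/R 7, 25 without AME_OO_/R 8, 30 without AME_OO_/R 1, 33 without M/M 11, 35 without M/M 10, 36 without M/M 12 and 54 without AME_OO_/R 2. The filter of DESeq2 on mean counts left all 13 without an FDR, at a mean of 9.37 to 34.1 counts per library, and their unadjusted p in DESeq2 was 1.7e-07 to 0.00123. The choice of filter thus separates the 2 tools here.

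Together with these, 38 genes were called lower in AME_OO_/R. Library size is argued against, since total counts did not differ (p = 0.149). Their mean was lower in 4 of 4 isolation batches, by -2.44, -1.00, -0.83 and -2.31 on the log_2_ scale, but they were called in a fit of the same birds, so this excludes nothing. Isolation batch is argued against as the whole cause, since each batch held 3 birds of both groups and 38 genes were called lower with batch in the model (27 without it). How far the difference depends on batch stays open. The 38 genes vary together among birds of every group, with a median r between pairs of genes of 0.640 in M/M, 0.504 in M/R, 0.694 in BBS_OO_/R and 0.296 in AME_OO_/R, against 0.0490, 0.0437, 0.0466 and 0.0692 for random lists. Their number may thus reflect 1 common source of variation more than separate effects. Chance assignment of birds is not excluded, since 5 of 100 splits of the same birds, the real one included, called as many genes as the 46 called in the real comparison. An effect of vaccination and challenge, and a difference between rooms, stay open and were not tested.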

How the results depend on the processing

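The set tests that join fry, or camera with an estimated correlation, with the epithelial score, and the fits without birds of the groups not compared, were chosen only after the data were seen.

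In M/R compared to M/M, edgeR called 286 genes. It called 282 with median-ratio size factors, 218 without the filter on low counts and 280 with a robust fit. The number was 589 in DESeq2, 775 in limma-voom, 725 without the batch term and 2315 without the fold change threshold, the last because fewer conditions apply. With only the 2 groups compared it was 0 (6338 at an unadjusted p under 0.05), a fit with fewer birds for the spread, and with the epithelial score as a covariate 0 (1538 at an unadjusted p under 0.05). Of the genes called by DESeq2, limma-voom and the fit without batch, 275, 238 and 278 were among the 286. For DESeq2, limma-voom and the batch term the cause was not tested. The share of called genes that were lower in M/R was 89.9%, 93.7% in DESeq2, 93.6% with median-ratio size factors and 60.4% in limma-voom.

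With each bird left out in turn, the number in M/R lay between 0 and 934. It was 0 without any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12 (at least 5060 genes at an unadjusted p under 0.05) and 107 without M/R 11, 155 without M/R 10, 475 without M/M 5, 491 without M/M 2, 552 without M/R 1, 556 without M/M 12, 667 without M/M 3, 686 without M/R 9, 722 without M/R 5, 764 without M/M 10 and 934 without M/M 11. The lowest FDR with all birds was 0.0327, close to the threshold. Birds of BBS_OO_/R and AME_OO_/R also enter this fit, and the number was 430 without AME_OO_/R 2, 433 without AME_OO_/R 10, 483 without AME_OO_/R 5 and 568 without AME_OO_/R 4. In AME_OO_/R the number lay between 24 and 92, being 24 without AME_OO_/R 11, 26 without M/M 8, 70 without M/M 10, 71 without M/M 12 and 92 without AME_OO_/R 2. In BBS_OO_/R it lay between 0 and 2, the latter without M/M 12 (at least 1558 genes at an unadjusted p under 0.05). In both comparisons of vaccinated birds to M/R it was 0 each time (at least 1334 genes in BBS_OO_/R and 1564 in AME_OO_/R). These fits were not run in DESeq2 or limma-voom. Genes shared by M/R and AME_OO_/R numbered between 0 and 29, being 0 without any 1 of the birds that leave 0 in M/R, and 4 without AME_OO_/R 10 or 11, 5 without M/R 11, 23 without M/M 10, 24 without M/M 12, 26 without M/M 11 and 29 without AME_OO_/R 2. In the fits of M/R each of the 286 genes kept its direction.

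In AME_OO_/R compared to M/M, edgeR called 46 genes, and between 32 and 58 under 7 of the alternatives. It called 0 with only the 2 groups compared (2806 at an unadjusted p under 0.05), 1126 without the fold change threshold, and 73 with the epithelial score as a covariate, for which the cause was not tested. In BBS_OO_/R compared to M/M each alternative with all birds called 0 genes, with 1910 to 3037 genes at an unadjusted p under 0.05. Compared to M/R, edgeR and limma-voom called 0 genes in BBS_OO_/R (2133 and 2531 at an unadjusted p under 0.05) and AME_OO_/R (2863 and 2591), and DESeq2 called 4 and 5 genes, which the passages name. In BBS_OO_/R, 3 of these had counts in 1 or 2 birds of the 2 groups together and did not pass the filter of edgeR. For the others the cause was not tested. The genes shared by M/R and AME_OO_/R numbered 9 in edgeR, 5 without the batch term, 0 with only the 2 groups compared, 0 with the epithelial score as a covariate and 571 without the fold change threshold. The 5 shared without the batch term, chosen after their values were seen, were *CLDN5*, *LOC100541044*, *LOC104911529*, *LOC104916909* and *SLC13A3*.

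The set tests depend on the test used and on the assumed correlation between genes. For transporters the adjusted p was 7.8e-06 by camera and 0.00940 by fry, but 0.0659 with the estimated correlation. For tight junction genes it was 0.00896 by camera, 0.0871 by fry and 0.211 with the estimated correlation. With the epithelial score as a covariate, fry gave 0.461 for transporters and 0.461 for tight junction genes, and the estimated correlation 0.0820 and 0.272. These sets were lower in M/R under each of the alternatives, by a median of -0.17 and -0.16 without the covariate and -0.04 and -0.04 with it, over 251 and 31 genes of which 162 and 17 were lower without it. The inflammatory set, higher in M/R without the covariate, turned lower with it by camera (adjusted p = 0.315), fry (adjusted p = 0.977) and the estimated correlation (adjusted p = 0.750), none past the threshold. *FABP6* and *NR1H4* also changed sign with this covariate, to a log_2_FC of 0.28 and 0.017. The cause was not tested.

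Of the 40 genes named for M/R, 27 were called by edgeR. DESeq2 called 12 more, edgeR without the batch term 8 more and limma-voom 3 more. The call was lost for 7 in limma-voom, 5 without the filter on low counts, 1 with median-ratio size factors, 27 with the epithelial score as a covariate and 23 of 35 tested with only the 2 groups compared. Of the 23 named for AME_OO_/R, 19 were called, 8 lost their call in limma-voom, 2 without the batch term and 16 of 20 tested with only the 2 groups compared. Apart from the 2 genes above, no named gene changed direction under these alternatives.

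Birds of different groups carry the same replicate numbers. As a check for paired birds, the mean correlation over 72 pairs with the same number was 0.00314, against 0.00137 over 792 pairs with different numbers, so the numbers do not pair the birds. With the replicate block, edgeR called 206 genes in M/R (121 lower, 58.7%, and 1520 of 2111 genes with an FDR below 0.05 higher) and 34 in AME_OO_/R. Over the 3 comparisons to M/M it called 232, 53% of them with a gene name. Called genes with a log_2_FC of -3 or below numbered 0 in M/R and 7 in AME_OO_/R, *LOC100541044* among the latter. Of the transporters it called 4 lower in M/R (*SLC20A1*, *SLC27A4*, *SLC30A2* and *SLC6A4*, named after their values were seen), none of them among the 20 called genes of largest |log_2_FC|. Of the named genes that edgeR called, 19 in M/R and 4 in AME_OO_/R were not called with it.

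With the distance limit lowered, 32 challenged birds were distant in place of 15, and 23 when a distance to 1 M/M bird was enough, both because the rule asks for less. Requiring 10 counts in every library lowered the expressed genes from 23282 to 15105, because the rule asks for more. The first principal component (adjusted p of 0.0235 to 0.0457, and 0.0383 as reported) and the epithelial score (adjusted p of 0.0218 to 0.0367, and 0.0254 as reported) stayed past the threshold and lower in M/R under the alternatives tried for each, the latter by -0.68 as reported. Depth limits genes with few counts. Without the filter on them, edgeR tested 23282 genes in place of 17951.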

Differences from the paper's values

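The fits without birds of the groups not compared, and the count of transporters with 2 genes more, were chosen only after the results were seen.

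The paper reports 615 genes called in at least 1 comparison to M/M, and edgeR called 323. Of the alternatives set before the data were examined, the value came within 1.5 times the paper's with DESeq2 (625), limma-voom (795) and no batch term (752), and did not with median-ratio size factors (322), no filter on low counts (269), the replicate number as a block, only the 2 groups compared (0), a robust fit (317), the epithelial score as a covariate (73) and no fold change threshold (2870). Of these genes the paper reports 297 with a gene name, and edgeR called 167. Here the value came within this range with DESeq2 (299), limma-voom (399) and no batch term (365), and not with median-ratio size factors (163), no filter on low counts (119), the replicate number as a block, only the 2 groups compared (0), a robust fit (162), the epithelial score as a covariate (33) and no fold change threshold (2024).

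The paper reports 542 genes lower in M/R, and edgeR called 257. The value came within 1.5 times the paper's with DESeq2 (552), limma-voom (468) and no batch term (697), and did not with median-ratio size factors (264), no filter on low counts (197), the replicate number as a block, only the 2 groups compared (0), a robust fit (251), the epithelial score as a covariate (0) and no fold change threshold (931). For transporters lower in M/R the paper gives a value of more than 40, counted from its own annotation, and edgeR called 19 by the choice of symbols used here, or 21 with *SLC51A* and *SLC51B*, which were added after the values were seen. The comparison takes 40, a lower limit, so a value within this range can still be below the number in the paper. By it the value came within this range with DESeq2 (31), no batch term (36) and no fold change threshold (37), and not with limma-voom (20), median-ratio size factors (19), no filter on low counts (13), the replicate number as a block, only the 2 groups compared (0), a robust fit (18) and the epithelial score as a covariate (0).

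These edgeR counts depend on single birds. For all comparisons the count was 26 without M/M 8, 35 without M/M 1, 39 without M/M 9, 43 without M/M 6, 46 without M/R 7, 48 without M/M 4 or M/R 4, 49 without M/M 7 or M/R 8, 50 without M/R 6 or 12, 147 without M/R 11, 198 without M/R 10, 493 without AME_OO_/R 2, 511 without M/M 5, 519 without AME_OO_/R 5, 527 without M/M 2, 593 without M/R 1, 597 without AME_OO_/R 4, 605 without M/M 12, 691 without M/M 3, 720 without M/R 9, 761 without M/R 5, 811 without M/M 10 and 974 without M/M 11. For genes with a gene name it was 12 without M/M 8, 18 without M/M 1 or 9, 23 without M/M 4 or 6, 24 without M/R 7, 25 without M/R 4, 8 or 12, 26 without M/M 7 or M/R 6, 77 without M/R 11, 104 without M/R 10, 268 without M/M 5, 269 without M/M 2, 271 without AME_OO_/R 5, 291 without M/R 1, 303 without AME_OO_/R 4, 323 without M/M 12, 351 without M/M 3, 365 without M/R 9, 401 without M/R 5, 418 without M/M 10 and 487 without M/M 11. The genes lower in M/R were 0 without any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12 and 95 without M/R 11, 146 without M/R 10, 389 without AME_OO_/R 2, 407 without BBS_OO_/R 3, 416 without AME_OO_/R 10, 450 without M/M 5 or 12, 459 without M/M 2, 466 without AME_OO_/R 5, 471 without M/R 1, 550 without AME_OO_/R 4, 614 without M/R 9, 633 without M/M 3, 684 without M/R 5, 699 without M/M 10 and 828 without M/M 11, and the transporters among them 0 without the same birds and 6 without M/R 11, 12 without M/R 10, 30 without M/M 3 or M/R 9, 31 without AME_OO_/R 4, 33 without M/M 10 or M/R 5 and 35 without M/M 11.

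Of the paper's 578 genes for M/R, edgeR called 271, gave 570 an FDR below 0.1 and gave all 578 the same direction, and DESeq2 called 577. Of the paper's 48 genes for AME_OO_/R, edgeR called 33, with the same direction for 48, and DESeq2 called 48. Without any 1 of M/M 1, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8 or 12, edgeR called 0 genes in M/R.

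Outside the rule for named genes, the paper also lists *LOC104911529* for M/R, where edgeR did not call it (log_2_FC -1.101, FDR 0.05415). It was called in 6 of 24 fits without 1 bird of M/M or M/R, and in 16 of 24 without 1 bird of the other groups. Among the genes under this rule, those that the paper calls in M/R and edgeR does not were *SLC5A12* (FDR 0.107), *LOC100549453* (FDR 0.0555), *LOC104916257* (FDR 0.0541), *FABP2* (FDR 0.0564), *OCSTAMP* (FDR 0.0855), *LOC100541044* (FDR 0.0811), *SLC15A1* (FDR 0.0662), *FABP6* (FDR 0.114), *LOC104910575* (FDR 0.0684), *SLC5A1* (FDR 0.0647), *LOC104915671* (FDR 0.0737) and *NR1H4* (FDR 0.0578). DESeq2 called each of them. Limma-voom called *LOC100549453*, *LOC104910575* and *SLC5A1*. With no batch term, edgeR called *LOC100549453*, *LOC104916257*, *FABP2*, *LOC100541044*, *SLC15A1*, *FABP6*, *SLC5A1* and *NR1H4*. With the replicate number as a block, edgeR called *LOC100549453* and *LOC104910575*. Leaving out 1 bird, edgeR called *LOC100549453* without M/M 2, 3, 10, 11 or 12, M/R 1, 5 or 9, BBS_OO_/R 4 or AME_OO_/R 4 or 5, *LOC104916257* without M/M 2, 5, 10 or 11, M/R 5 or 9, BBS_OO_/R 3, 5, 7, 8 or 9 or AME_OO_/R 1, 2, 3, 4, 5 or 10, *FABP2* without M/M 3, 5, 10, 11 or 12, M/R 2, 5 or 9 or AME_OO_/R 2, 4, 5, 10 or 11, *SLC15A1* without M/M 3, 10, 11 or 12, M/R 1, 5 or 9 or AME_OO_/R 4, *LOC104910575* without M/M 10 or 11, M/R 1 or AME_OO_/R 2, *SLC5A1* without M/M 3, 10 or 11, M/R 5 or 9 or AME_OO_/R 2 or 4, *LOC104915671* without M/M 11 or M/R 1 and *NR1H4* without M/M 2, 3, 5, 10, 11 or 12, M/R 1, 3, 5 or 9, BBS_OO_/R 3 or 9 or AME_OO_/R 3, 4, 5, 10 or 11.

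Among the genes named in the text, those that the paper calls in AME_OO_/R and edgeR does not were *LOC104909824* (FDR 0.0847), *SLC37A2* (FDR 0.0583), *CSF3* (FDR 0.0521) and *LOC104916926* (FDR 0.0990). DESeq2 called each of them. With the epithelial score as a covariate, edgeR called *SLC37A2*, *CSF3* and *LOC104916926*. With median-ratio size factors, edgeR called *CSF3*. Limma-voom called *LOC104916926*. Leaving out 1 bird, edgeR called *LOC104909824* without AME_OO_/R 12, *SLC37A2* without M/M 10, 11 or 12, M/R 1 or AME_OO_/R 2, 6 or 12, *CSF3* without M/M 7, 10 or 12, M/R 1 or 6, BBS_OO_/R 3 or 5 or AME_OO_/R 1 or 2 and *LOC104916926* without AME_OO_/R 2.

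The paper lists *LY6CLEL*, here *LOC100541044*, among the genes most decreased in AME_OO_/R, past a limit that its value in edgeR does not reach. Its log_2_FC was -2.97 in edgeR and -3.04 in DESeq2. Of the genes that the paper names as shared by M/R and AME_OO_/R, *CLDN5* was shared in edgeR. *LOC104909824*, *SLC37A2*, *OCSTAMP* and *LOC100541044* were not, and each was shared in DESeq2. In fits without 1 bird, edgeR called *CLDN5* in M/R except without M/M 1, 3, 4, 6, 7, 8 or 9 or M/R 4, 6, 7, 8, 10, 11 or 12 and in AME_OO_/R each time.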

Other observations

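The tests of each list against smooth muscle genes, and the simulations of a common shift, were chosen only after the results were seen.

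The marker lists were compared between M/R and M/M to see which tissues change together. Of 23 epithelial genes 17 were tested, 16 of them lower in M/R, with a median difference in log_2_ CPM of -0.78 (camera adjusted p = 2.5e-07, fry p = 0.0126). *VIL1*, *CDHR2* and *MYO1A* of this list are among the genes that the study called, and the most abundant were *VIL1* (1291 CPM in M/M and 523 in M/R) and *EPCAM* (811 CPM in M/M and 529.7 in M/R). T cell genes were higher for 10 of 10 tested genes of 13 listed, with a median of 0.78, or 0.57 by the log_2_FC of edgeR (camera adjusted p = 0.000572, fry p = 0.00972), the most abundant being *CD3E* (122 CPM in M/M and 188 in M/R) and *CD5* (93.6 CPM in M/M and 127 in M/R). In isolation batches 1 to 4 the difference of their mean was 0.49, 1.25, 1.45 and 0.06. Macrophage genes (10 of 14 tested) had a median of 0.39, or 0.26 by the log_2_FC of edgeR, with 3 lower (camera adjusted p = 0.441, fry p = 0.253), the most abundant being *LAPTM5* (333 CPM in M/M and 507 in M/R) and *MPEG1* (233 CPM in M/M and 329.8 in M/R). Smooth muscle genes (8 of 10 tested) had a median of -0.07, with 6 lower and a sign that depends on the scaling, at 0.024 for the log_2_FC of edgeR and -0.019 with median-ratio size factors (camera adjusted p = 0.614, fry p = 0.965), the most abundant being *MYH11* (3948 CPM in M/M and 3906 in M/R) and *DES* (2494 CPM in M/M and 2297 in M/R). The cell division and B cell lists are given above. No gene is in more than 1 of the lists of different tissues.

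If epithelial tissue alone were lost, with every other tissue in its former proportions, B cell and smooth muscle genes would rise alike. The B cell score minus the smooth muscle score was higher in M/R than in M/M by 1.34, with 10 of 12 M/R birds above the M/M median, but this did not pass the threshold after adjustment over 4 lists (p = 0.0478, adjusted p = 0.0957). For the other lists the same difference was 0.83 for T cells (adjusted p = 0.153, 9 of 12 birds), 0.38 for macrophages (adjusted p = 0.375, 7 of 12 birds) and 1.06 for cell division (adjusted p = 0.0957, 11 of 12 birds). A loss of epithelial tissue alone and a change in the share of mucosa against lymphoid tissue cannot be told apart by this test, because smooth muscle genes vary widely between birds. A biological gain or loss of these tissues after challenge stays open and was not tested.

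The genes lowered in M/R are less lowered in AME_OO_/R and BBS_OO_/R, at 0.544 and 0.428 of the median in M/R over the most lowered genes by means of log_2_ CPM, and the choice of the genes by their value in M/R could give this without any effect of vaccination. In 100 simulations in which the challenged groups shared 1 common shift, the ratio of medians was as small as in the data in 9 for AME_OO_/R and 3 for BBS_OO_/R, and over the most raised genes in 2 and 0. Among the most significant genes of M/R and AME_OO_/R, 27 at the median were shared with the same sign (95% of simulations between 12 and 40.5), against 2 in the data, and 0 simulations gave as few. The correlation over genes of the log_2_ differences with those in M/R, at 0.674 for AME_OO_/R and 0.781 for BBS_OO_/R, was as small in 10 and 28 of them, so the measures differ on a common shift of that size. These simulations rest on assumed settings, so they exclude nothing, and whether vaccination or the choice of genes explains the difference cannot be told apart. An effect of vaccination stays open, and its direct test found 0 genes by edgeR in BBS_OO_/R (2133 at an unadjusted p under 0.05) and AME_OO_/R (2863) compared to M/R, with 4 (3 of them with counts in 1 or 2 birds) and 5 by DESeq2 and 0 and 0 by limma-voom.

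For the comparisons in which edgeR called 0 genes, splits of the same birds were compared by the number of genes at an unadjusted p under 0.05. As many as in the real comparison were found in 10 of 100 splits for BBS_OO_/R compared to M/M (2446 genes), 5 of 100 for BBS_OO_/R compared to M/R (2133 genes) and 5 of 100 for AME_OO_/R compared to M/R (2863 genes), the real one included. Chance is not excluded in any of the 3. DESeq2 called 0, 4 and 5 genes in them and limma-voom 0, 0 and 0.

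The transporter and tight junction sets were also tested in the vaccinated groups compared to M/M. Transporters were lower in AME_OO_/R (188 of 251 lower, median -0.18, camera adjusted p = 3e-05, fry adjusted p = 0.0159) and in BBS_OO_/R (166 of 251 lower, median -0.11, camera adjusted p = 0.000148, fry adjusted p = 0.259). The same was done for tight junction genes in AME_OO_/R (24 of 31 lower, median -0.12, camera adjusted p = 0.00361, fry adjusted p = 0.0471) and BBS_OO_/R (21 of 31 lower, median -0.12, camera adjusted p = 0.0148, fry adjusted p = 0.259). With the correlation estimated from the data none of these passed (adjusted p = 0.0923, 0.138, 0.157 and 0.249). Differences between the groups in these sets were not tested.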
